# T helper 2 cell–directed immunotherapy eliminates precancerous skin lesions

**DOI:** 10.1172/JCI183274

**Published:** 2025-01-02

**Authors:** Tomonori Oka, Sabrina S. Smith, Heehwa G. Son, Truelian Lee, Valeria S. Oliver-Garcia, Mahsa Mortaja, Kathryn E. Trerice, Lily S. Isakoff, Danielle N. Conrad, Marjan Azin, Neel S. Raval, Mary Tabacchi, Luni Emdad, Swadesh K. Das, Paul B. Fisher, Lynn A. Cornelius, Shadmehr Demehri

**Keywords:** Dermatology, Oncology, Immunotherapy, Skin cancer, T cells

## Abstract

The continuous rise in skin cancer incidence highlights an imperative for improved skin cancer prevention. Topical calcipotriol-plus–5-fluorouracil (calcipotriol-plus–5-FU) immunotherapy effectively eliminates precancerous skin lesions and prevents squamous cell carcinoma (SCC) in patients. However, its mechanism of action remains unclear. Herein, we demonstrate that calcipotriol-plus–5-FU immunotherapy induces T helper type 2 (Th2) immunity, eliminating premalignant keratinocytes in humans. CD4^+^ Th2 cells were required and were sufficient downstream of thymic stromal lymphopoietin cytokine induction by calcipotriol to suppress skin cancer development. Th2-associated cytokines induced IL-24 expression in cancer cells, resulting in toxic autophagy and anoikis followed by apoptosis. Calcipotriol-plus–5-FU immunotherapy was dependent on IL-24 to suppress skin carcinogenesis in vivo. Collectively, our findings establish a critical role for Th2 immunity in cancer immunoprevention and highlight the Th2/IL-24 axis as an innovative target for skin cancer prevention and therapy.

## Abstract 2

T helper 2 cells that are activated by calcipotriol plus 5-FU immunotherapy eliminate premalignant skin lesions in humans.

## Introduction

Despite significant advances in cancer therapeutics led by innovations in immunotherapy, current cancer therapeutics have prohibitive side effects and costs for use in cancer prevention. Hence, effective strategies for cancer immunoprevention are urgently needed. Cutaneous squamous cell carcinoma (SCC) is the second most common cancer, which can cause substantial morbidity, mortality, and economic burden (1). SCC is a highly immunogenic cancer that is immune-regulated from its inception (2). Importantly, actinic keratosis (AK), a precursor to SCC, can be identified and treated to prevent SCC. Patients with multiple AKs have a relatively high cumulative skin cancer risk (3). Current AK field treatments include topical 5-fluorouracil (5-FU), photodynamic therapy, imiquimod, and tirbanibulin (4–7). Although they can eliminate AKs, only 5-FU has been proven to reduce the risk of SCC within 1 year after treatment, and this benefit is no longer apparent 2 years after treatment (8). The impact of other AK field treatments on SCC prevention is unknown. By contrast, AK immunotherapy with the aim of SCC immunoprevention provides an innovative, attainable strategy.

We have previously demonstrated the high efficacy of topical calcipotriol-plus–5-FU therapy for eliminating AKs through a randomized, double-blind clinical trial (9). Calcipotriol is an FDA-approved low-calcemic vitamin D analog used for psoriasis treatment (10). Calcipotriol induces the expression of thymic stromal lymphopoietin (TSLP) in keratinocytes (9, 11, 12). 5-FU synergizes with calcipotriol to generate an immune-mediated modality for AK clearance. Calcipotriol-plus–5-FU treatment promotes the induction of TSLP in AK keratinocytes, leading to massive T cell infiltration and tissue-resident memory T (T_RM_) cell formation in AKs (9, 13). Importantly, topical calcipotriol-plus–5-FU treatment has shown efficacy in preventing SCC within 3 years after treatment (13). Because calcipotriol-plus–5-FU treatment activates the adaptive immune system to eliminate AKs and helps prevent SCC (9, 13), this topical immunotherapy highlights an innovative therapeutic strategy for AK treatment distinct from current cytotoxic treatments for AK. However, the precise nature of the antitumor immunity induced by calcipotriol-plus–5-FU treatment and its effector mechanism(s) in humans remain unknown.

Herein, we investigated the mechanism of calcipotriol-plus–5-FU immunotherapy in eliminating premalignant keratinocytes. Through an open-label clinical trial, we found that CD4^+^ T helper 2 (Th2) cells were the dominant immune cells infiltrating AKs after calcipotriol-plus–5-FU treatment. Th2-polarized CD4^+^ T cells responding to TSLP played a seminal role in tumor suppression in vivo. Calcipotriol-plus–5-FU immunotherapy induced cell death in AKs via toxic autophagy and anoikis followed by apoptosis. IL-24 (melanoma differentiation–associated gene-7 or MDA-7) was a downstream effector molecule induced by Th2-associated cytokines, IL-4 and IL-13 (14–16), that promoted toxic autophagy and apoptosis in cancer cells (14, 15, 17). IL-24 was essential for calcipotriol-plus–5-FU immunotherapy to mediate skin cancer protection in vivo. Our findings highlight Th2 immunity as a promising target for skin cancer prevention and treatment.

## Results

### Calcipotriol-plus–5-FU immunotherapy trial.

We performed an open-label clinical trial to investigate the mechanism of calcipotriol-plus–5-FU immunotherapy. Eighteen patients with AKs who met the eligibility criteria were enrolled in the study (Supplemental Figure 1A and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI183274DS1). All the participants applied 0.0025% calcipotriol-plus–2.5% 5-FU field treatment to the entirety of their qualified anatomical sites, face, scalp, right upper extremity (RUE) and/or left upper extremity (LUE), twice daily for 6 days (Supplemental Figure 1B). All the participants completed the treatment course and underwent clinical evaluation and AK/normal skin biopsies before treatment (day 0), 1 day after the last treatment (day 7), and 8 weeks after treatment (Figure 1A and Supplemental Figure 1, A and B). Topical calcipotriol-plus–5-FU immunotherapy led to a mean reduction in the number of AKs of 95% on the face, with 7 out of 10 participants showing complete clearance, 82% on the scalp, 65% on the RUE, and 68% on the LUE 8 weeks after treatment (Supplemental Figure 1, C and D). Calcipotriol-plus–5-FU immunotherapy induced profound erythema centered around the AKs after treatment, followed by a resolution of skin erythema and elimination of AKs by week 8 (Figure 1B). All skin reactions were resolved by week 4 after treatment.

### Calcipotriol-plus–5-FU immunotherapy induces robust Th2 immunity in AKs.

Calcipotriol-plus–5-FU treatment induced massive immune cell infiltration in AKs, dominated by CD4^+^ T and, to a lesser extent, CD8^+^ T cells (Figure 1, C–F). By contrast, calcipotriol-plus–5-FU immunotherapy did not cause T cell infiltration into the normal skin (Figure 1, G and H, and Supplemental Figure 2, A and B). GATA3^+^CD4^+^ Th2 cells were markedly increased in AKs after treatment (Figure 1, I and J). Foxp3^+^CD4^+^ regulatory T cell number was not changed in AKs after treatment (Figure 1K and Supplemental Figure 2C). Calcipotriol-plus–5-FU immunotherapy did not affect GATA3^+^CD4^+^ Th2 or Foxp3^+^CD4^+^ regulatory T cell numbers in the normal skin (Supplemental Figure 2, D and E). The other CD4^+^ T cell subsets, T-bet^+^CD4^+^ Th1 and RORγt^+^CD4^+^ Th17 cells, were rare in AKs before and after treatment (Supplemental Figure 2, F and G). Calcipotriol-plus–5-FU immunotherapy also induced CD103^+^CD4^+^ resident memory T cell formation in AKs (Supplemental Figure 2H) (18). IHC staining further confirmed that GATA3^+^CD4^+^ Th2 cells were the dominant cell type in AKs treated with calcipotriol-plus–5-FU while cytotoxic molecules, Perforin and Granzyme B, SLAMF7, a cytotoxicity-related transcription factor, and T-bet were rarely detected (Supplemental Figure 2I). These results indicate that Th2 cells are the primary effector T cells activated by calcipotriol-plus–5-FU immunotherapy in AKs.

### Calcipotriol-plus–5-FU immunotherapy upregulates TSLP and damage-associated molecular patterns in the premalignant keratinocytes.

To determine the upstream activators of Th2 immunity in AKs, we investigated the immune factors induced by calcipotriol-plus–5-FU treatment in AK keratinocytes. Calcipotriol-plus–5-FU immunotherapy upregulated TSLP in premalignant keratinocytes but did not affect TSLP expression in the normal skin (Figure 1, L and M, and Supplemental Figure 3, A and B) (19). Interestingly, TSLP was detectable in the plasma of 3 out of 4 participants who treated their face, scalp, RUE, and LUE with calcipotriol-plus–5-FU (Supplemental Figure 3C). As calcipotriol induced TSLP expression in AKs but not in the normal human skin, we investigated whether calcipotriol specifically induced TSLP in malignant keratinocytes. Calcipotriol induced *TSLP* expression only in SCC cells but not in the normal keratinocyte cell lines (Supplemental Figure 3, D–G). Damage-associated molecular patterns (DAMPs) released in response to cellular stress and death are potent immune activators (20). Among them, Annexin A1 (ANXA1), calreticulin (CALR), and High Mobility Group Box 1 (HMGB1) were highly upregulated in premalignant keratinocytes after calcipotriol-plus–5-FU treatment (Figure 1, N–Q, and Supplemental Figure 3, H and I). Although human leukocyte antigen class I (HLA-I) expression was not affected by calcipotriol-plus–5-FU immunotherapy (Supplemental Figure 3, J and K), HLA-II was highly upregulated in AKs after calcipotriol-plus–5-FU treatment (Figure 1, R and S). HLA-II expression in AK keratinocytes was induced by calcipotriol-plus–5-FU therapy compared with 5-FU monotherapy (Supplemental Figure 3, L and M). The induction of HLA-II, DAMPs, and TSLP in premalignant keratinocytes after calcipotriol-plus–5-FU immunotherapy provides a robust axis for Th2 cell activation in AKs.

### T cell immunity induced by calcipotriol-plus–5-FU treatment persists over 5 years.

We have shown that calcipotriol-plus–5-FU immunotherapy lowers the risk of SCC development within 3 years after treatment (13). To determine whether T cell immunity induced by calcipotriol-plus–5-FU immunotherapy against AKs persists long-term, we collected AK and normal skin biopsies from the participants in the randomized trial comparing calcipotriol-plus–5-FU versus Vaseline-plus–5-FU for AK treatment over 5 years after the completion of the trial (9). We collected 5 pairs of AK and normal skin biopsies from participants who had a history of Vaseline-plus–5-FU treatment in the randomized clinical trial and never received calcipotriol-plus–5-FU since (Figure 2A). We collected 11 pairs of AK and normal skin biopsies from participants who received calcipotriol-plus–5-FU treatment either in the randomized clinical trial or open-label trial but never since (Figure 2A). Significantly more CD3^+^ T, CD4^+^ T, CD103^+^CD3^+^ T_RM_, and CD103^+^CD4^+^CD3^+^ T_RM_ cells infiltrated AKs of the participants who had a history of calcipotriol-plus–5-FU treatment compared with the participants who had a history of Vaseline plus 5-FU treatment (Figure 2, B–G, and Supplemental Figure 4A). GATA3^+^CD4^+^ T cells were increased in AKs of the participants who had a history of calcipotriol-plus–5-FU treatment compared with the participants who had a history of Vaseline-plus–5-FU treatment (Figure 2, H and I). Increased T cell infiltration in AKs was not observed in the normal skin of participants with a history of calcipotriol-plus–5-FU treatment (Supplemental Figure 4, B–F). To investigate which immune factors could be responsible for CD4^+^ T cell activation in AKs that developed in participants with a history of calcipotriol-plus–5-FU treatment, we evaluated ANXA1 and HLA-II expression in AK versus normal skin. AK keratinocytes showed higher expression of ANXA1 and HLA-II compared with normal skin (Figure 2, J–M). These results suggest that T cell immunity, originally induced by calcipotriol-plus–5-FU treatment, can be activated during AK development long after the treatment is completed, which may explain the reduced risk of SCC observed in calcipotriol-plus–5-FU–treated patients (Figure 2N) (13).

### CD4^+^ T cells are required for the tumor protective effect of calcipotriol-plus–5-FU immunotherapy.

To determine the role of CD4^+^ T cells in mediating the efficacy of calcipotriol-plus–5-FU immunotherapy for skin cancer suppression in vivo, we studied the spontaneous chemical skin carcinogenesis model in mice (21). WT mice received 7,12-dimethylbenz(a)anthracene (DMBA) once on the back skin, followed by 12-O-tetradecanoyl-phorbol-13-acetate (TPA) application twice a week for 20 weeks to induce skin tumor development (Figure 3A). Topical EtOH-plus–0.5% 5-FU cream, 20 nmol calcipotriol-plus–control cream, or 20 nmol calcipotriol-plus–0.5% 5-FU treatment was applied to animals’ back skin 3 times a week from week 6 to 9 after DMBA (Figure 3A). Notably, calcipotriol-plus–5-FU treatment led to significantly delayed tumor onset and reduced tumor counts over time compared with EtOH-plus–5-FU and calcipotriol-plus–control cream treatment (Figure 3, B–D). CD4^+^ T cell depletion during topical calcipotriol-plus–5-FU treatment significantly diminished the efficacy of calcipotriol-plus–5-FU immunotherapy in WT mice (Figure 3, B–D, and Supplemental Figure 5A). These findings demonstrate that topical calcipotriol-plus–5-FU immunotherapy efficacy for skin cancer prevention depends on CD4^+^ T cell activation.

### CD4^+^ T cells are responsible for TSLP-mediated tumor protection in the skin.

Topical calcipotriol treatment alone or in combination with 5-FU induced TSLP expression in the skin (Figure 3E) (12, 22, 23). We have previously shown that the antitumor function of calcipotriol is TSLP dependent (9, 24–27). To investigate the mechanism by which TSLP induction in the skin leads to tumor protection, we subjected *K14-Tslp^tg/+^* (Tslp^tg^) mice that overexpress TSLP in skin keratinocytes to a skin carcinogenesis protocol (Figure 3F). DMBA/TPA-treated Tslp^tg^ mice did not develop skin tumors (Figure 3, G–I) (21, 24–28). Tslp^tg^ mice showed robust CD4^+^ T cell infiltration in the back skin at the completion of the chemical skin carcinogenesis protocol (Supplemental Figure 5, B and C). To investigate the role of CD4^+^ T cells in TSLP-mediated tumor protection, we transferred naïve CD4^+^ T cells from WT mice into *Rag1^–/–^* (Rag1^KO^) mice with or without TSLP overexpression. Without mature T and B cells, TSLP overexpression did not impact skin tumor development in Tslp^tg^ Rag1^KO^ compared with Rag1^KO^ and WT mice (Figure 3, G–I). However, CD4^+^ T cell transfer into Tslp^tg^ Rag1^KO^ reconstituted skin tumor protection in these animals (Figure 3, G–I). In contrast, Rag1^KO^ mice that received CD4^+^ T cells did not gain protection against skin tumor development (Figure 3, G–I). These findings demonstrate that CD4^+^ T cells are sufficient to mediate the TSLP-induced tumor protection in the skin even in the absence of CD8^+^ T and B cells.

### Th2 polarization is required for TSLP-mediated tumor protection.

To determine whether Th2 polarization was required in TSLP-activated CD4^+^ T cell immunity against skin carcinogenesis, we examined skin tumor development in *Il4ra^–/–^* (Il4r^KO^) and Tslp^tg^ Il4r^KO^ mice. IL-4/IL-4Rα signaling is required to differentiate and maintain Th2 CD4^+^ T cells (29, 30). TSLP overexpression induced GATA3^+^ Th2 polarization of CD4^+^ T cells, and mice that lacked IL-4Rα could not mount a Th2 immunity (Supplemental Figure 5, D and E). Mice lacking IL-4Rα showed earlier skin tumor onset and higher tumor counts over time compared with mice with intact IL-4Rα, regardless of TSLP expression (Figure 3, G, J, and K). To further investigate the role of direct TSLP signaling to CD4^+^ T cells in the establishment of TSLP-mediated tumor protection in the skin, we utilized CD4^+^ T cell transfer to Tslp^tg^ *Tslpr^–/–^* (Tslpr^KO^) animals. WT CD4^+^ T cell transfer reconstituted skin tumor protection in Tslp^tg^ Tslpr^KO^ mice, as shown by delayed tumor development compared with Tslp^tg^ Tslpr^KO^ mice that received Tslpr^KO^ CD4^+^ T cells (Supplemental Figure 5, F–H). Collectively, these findings demonstrate that Th2 polarization induced by TSLP signaling to CD4^+^ T cells is essential for TSLP-mediated antitumor immunity in the skin.

### Toxic autophagy and anoikis followed by apoptosis constitute the cell death mechanism induced by calcipotriol-plus–5-FU immunotherapy in AKs.

To determine the mechanism of AK clearance in response to calcipotriol-plus–5-FU immunotherapy, we investigated the expression of major cell death pathways, including apoptosis (cleaved caspase-7 and cleaved caspase-3 as markers), pyroptosis (cleaved gasdermin D as a marker), and toxic autophagy (light chain 3 β or LC3B as a marker). Cleaved caspase-7, cleaved caspase-3, and LC3B expression were induced by calcipotriol-plus–5-FU immunotherapy (Figure 4, A–F). By contrast, cleaved gasdermin D was not upregulated in AK keratinocytes after calcipotriol-plus–5-FU immunotherapy (Supplemental Figure 6A). Notably, we consistently observed histological detachment of AK keratinocytes from the basement membrane after calcipotriol-plus–5-FU immunotherapy, which is the hallmark of anoikis, the process of epithelial cell detachment from the extracellular matrix accompanied by activation of caspases and apoptosis (Figure 1C) (31–35). These results indicate that premalignant keratinocytes undergo toxic autophagy and anoikis, resulting in apoptosis in response to calcipotriol-plus–5-FU immunotherapy.

### Effector mechanism mediating the premalignant keratinocyte death by calcipotriol-plus–5-FU immunotherapy.

To explore the effector mechanism leading to cell death in response to calcipotriol-plus–5-FU immunotherapy, we compared the transcriptome of AKs treated with calcipotriol-plus–5-FU with (a) AKs before treatment and (b) AKs after Vaseline-plus–5-FU treatment using samples collected in our randomized clinical trial (9). 

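RNA from 12 AK biopsy samples of the randomized trial was sequenced. The samples came from 6 participants, 3 treated with calcipotriol-plus–5-FU and 3 with Vaseline-plus–5-FU, and each participant gave a sample before treatment (day 0) and another at day 5. Each of the 4 groups therefore held 3 libraries. Calcipotriol is a vitamin D analog, 5-FU is a chemotherapeutic agent, and Vaseline served as the vehicle in place of calcipotriol. The authors aligned the reads to hg19 (GRCh37) with STAR and assembled and quantified transcripts with StringTie and Ballgown. Their deposited table gives, for 46688 rows named by gene and Ensembl identifier, the mean read coverage per base in each library. These values are not whole numbers and are not read counts, and they were not scaled to the depth of the library. The number of reads behind a value is therefore unknown, and no counting error can be given. Coverage summed over all rows served as the measure of depth. The sum ranged from 2406363 to 3470695 (median 2659342) before calcipotriol-plus–5-FU, from 2697329 to 2812426 (median 2792924) after it, from 2595564 to 3463679 (median 3334245) before Vaseline-plus–5-FU and from 1865348 to 2936611 (median 2891238) after it. Mitochondrial genes held 8.91% to 36.6% of it.

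Each library was scaled by the median of its ratios to the geometric mean over the 15665 rows above 0 in every library, with size factors of 0.771 to 1.18. A pseudocount of 1 was added and the log2 was taken, which understates the change of genes with low coverage. The 20827 rows with a coverage of at least 1 in at least 3 libraries were tested with limma, with the 4 groups in a single model. Genes were counted at the threshold of the paper, an absolute log2 fold change above 1 and an unadjusted *P* value below 0.05, and Benjamini-Hochberg adjusted p values are given beside it. The paper states that limma was run on count values, and its text does not name the scaling, the pseudocount or the filter.

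Replicate 3 of the Vaseline-plus–5-FU day 5 group differed from the rest. Across genes, its log2 values correlated with those of the other 11 libraries at 0.678 to 0.797, whereas the lowest correlation between any pair of the other 11 was 0.841 (genes are not independent replicates). *KRT14* and *KRT1*, keratins of basal and differentiated keratinocytes that were chosen after their values were seen, had a coverage of 140 and 49.9 in this library. In the other 11 libraries, *KRT14* ranged from 8680 to 57138 and *KRT1* from 10884 to 39285. The library was kept in all comparisons.

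**Figure D1:**
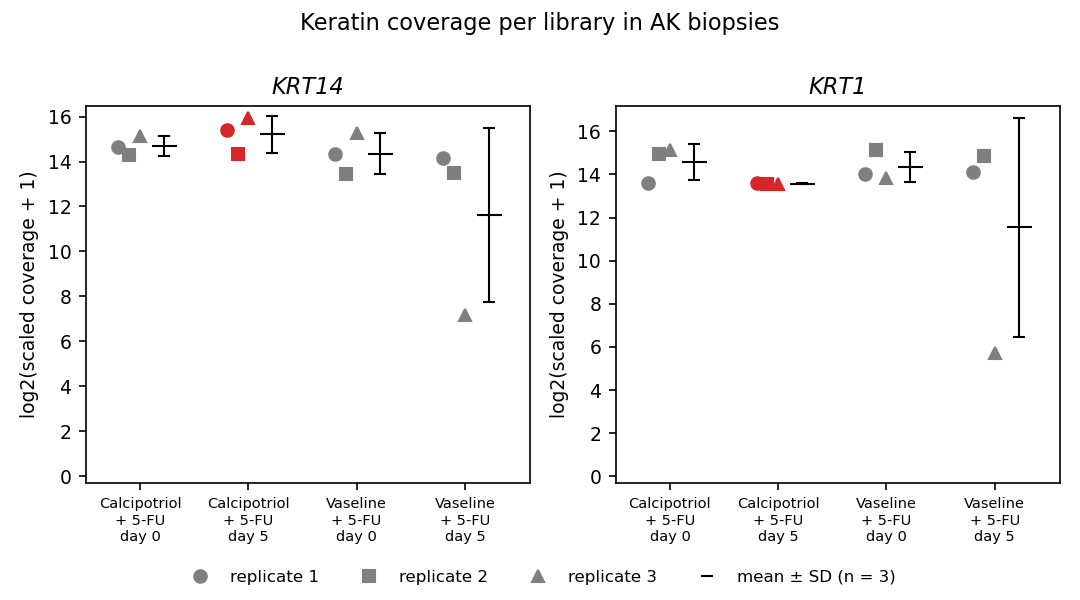
Coverage of *KRT14* and *KRT1* in each of the 12 libraries, as log2(scaled coverage + 1), by group; symbols are replicates, and bars are the mean ± SD (n = 3). Replicate 3 after Vaseline-plus–5-FU lies at 7.18 for *KRT14* and 5.71 for *KRT1*, below every other library.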

*IL24*, *MMP1*, and *MMP3* were among the top 10 upregulated genes in both comparisons (Figure 4G and Supplemental Table 2). 

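*MMP1* (ENSG00000196611) lies on chromosome 11 of GRCh37 from 102660132 to 102668891, and *MMP3* (ENSG00000149968) on the same chromosome from 102706532 to 102714340. Both encode secreted matrix metalloproteinases. *IL24* (ENSG00000162892), which encodes a cytokine of the IL-10 family, lies on chromosome 1 from 207070788 to 207077484. The scaled coverage of *MMP1* was 1490 ± 956 (SD, n = 3) after calcipotriol-plus–5-FU, 13.3 ± 13.5 (SD, n = 3) before it and 27.5 ± 25.0 (SD, n = 3) after Vaseline-plus–5-FU. *MMP3* had a scaled coverage of 235 ± 74.6 (SD, n = 3) after calcipotriol-plus–5-FU, against 2.50 ± 3.49 before it and 9.39 ± 6.62 after Vaseline-plus–5-FU (SD, n = 3 each). *IL24* was far less abundant, with 15.9 ± 8.09 (SD, n = 3) after calcipotriol-plus–5-FU, 1.06 ± 0.907 before it and 2.65 ± 0.608 after Vaseline-plus–5-FU (SD, n = 3 each).

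Compared with day 0, the log2 fold change was 6.98 (standard error 1.14) for *MMP1*, 6.49 (standard error 0.847) for *MMP3* and 3.00 (standard error 0.678) for *IL24*. Over all genes tested, the adjusted p values from limma were 0.459, 0.0971 and 0.709. With only the 6 samples compared, limma gave 0.0471 for *MMP1* and for *MMP3*, and *IL24* did not fall below 0.05. Over the alternatives set in the design, the smallest limma adjusted p value of any gene against day 0 ranged from 0.0108 to 0.992. Compared with Vaseline-plus–5-FU, the log2 fold changes were 6.08, 4.64 and 2.08, with an adjusted p value of 1 for each from limma. All 3 genes passed the threshold of the paper in both comparisons. Adjusted over the list alone of the 10 genes in Supplemental Table 2, limma's p values against day 0 were 0.00022 for *MMP1*, 4.66e-05 for *MMP3* and 0.00186 for *IL24*, which is not independent evidence because the study chose that list on these samples. Each gene rose in all 3 participants, and every calcipotriol-plus–5-FU day 5 library lay above every library of the group it was compared with. This separation gives an exact two-sided permutation p of 0.1 in either comparison, the smallest that 3 against 3 unpaired libraries allow. Against day 0 it ignores the pairing by participant. Of the 10 splits of those libraries into 3 and 3, only 4 part every pair, so a paired p could not be as small. All 3 libraries also lay above the other 9 for *MMP1* and *MMP3*. For *IL24*, 1 of the 3 did not, since its lowest value of 6.78 was below the 7.77 of a Vaseline-plus–5-FU library at day 0.

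Among the genes past the threshold, ordered by log2 fold change, *MMP1* held rank 1 against day 0 and rank 1 against Vaseline-plus–5-FU, and *MMP3* held ranks 2 and 4. *IL24* held ranks 27 and 138, and ranks of 24 to 74 and 80 to 451 with each library left out in turn. In those fits, *MMP3* held ranks 1 to 37 against Vaseline-plus–5-FU. With each library left out in turn, the log2 fold change against day 0 ranged from 6.28 to 7.73 for *MMP1*, from 6.00 to 7.27 for *MMP3* and from 2.63 to 3.48 for *IL24*. A pseudocount of 0.1 in place of 1 moved *IL24* most, to 4.06.

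After Vaseline-plus–5-FU, the mean log2 fold changes from day 0 were 0.51 for *MMP1*, 0.65 for *MMP3* and 0.02 for *IL24*, and none passed the threshold of the paper. These means average changes in opposite directions, since each gene rose in 2 of the 3 participants and fell in 1. *MMP1* and *IL24* fell in replicate 3, whose day 5 library had little *KRT14* and *KRT1*, and *MMP3* fell in replicate 2. The scaled coverage of *MMP1* went from 5.12 to 53.7, from 3.87 to 24.9 and, in replicate 3, from 79.9 to 3.93. No fit left out both libraries of replicate 3. A rise of *MMP1* after Vaseline-plus–5-FU is therefore not excluded by its mean or by the difference between the arms. With each library left out in turn, *MMP1* ranged from -0.25 (without replicate 1 of Vaseline-plus–5-FU day 5) to 1.80 (without replicate 3 of Vaseline-plus–5-FU day 0), was below 0 also without replicate 1 or 2 of Vaseline-plus–5-FU day 0, and was 1.49 without replicate 3 of Vaseline-plus–5-FU day 5. *MMP3* ranged from -0.04 (without replicate 1 of Vaseline-plus–5-FU day 0) to 1.48 (without its replicate 2), and was 0.17 without replicate 3 of Vaseline-plus–5-FU day 5. *IL24* ranged from -0.49 (without replicate 2 of Vaseline-plus–5-FU day 0) to 0.66 (without its replicate 3), and was below 0 also without replicate 1 of Vaseline-plus–5-FU day 0 or replicate 3 of Vaseline-plus–5-FU day 5. The change from day 0 differed between the arms by 6.46 for *MMP1*, 5.84 for *MMP3* and 2.98 for *IL24* on the log2 scale. The adjusted p value of this difference was 1 over all genes tested, and 0.00806, 0.00345 and 0.0292 adjusted over the list alone (limma).

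From the rise of these genes in both comparisons, the paper turned to IL-24, which it describes as an inducer of toxic autophagy and apoptosis in cancer cells, and to MMPs, which it links to the remodeling of integrins and to anoikis.

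**Figure D2:**
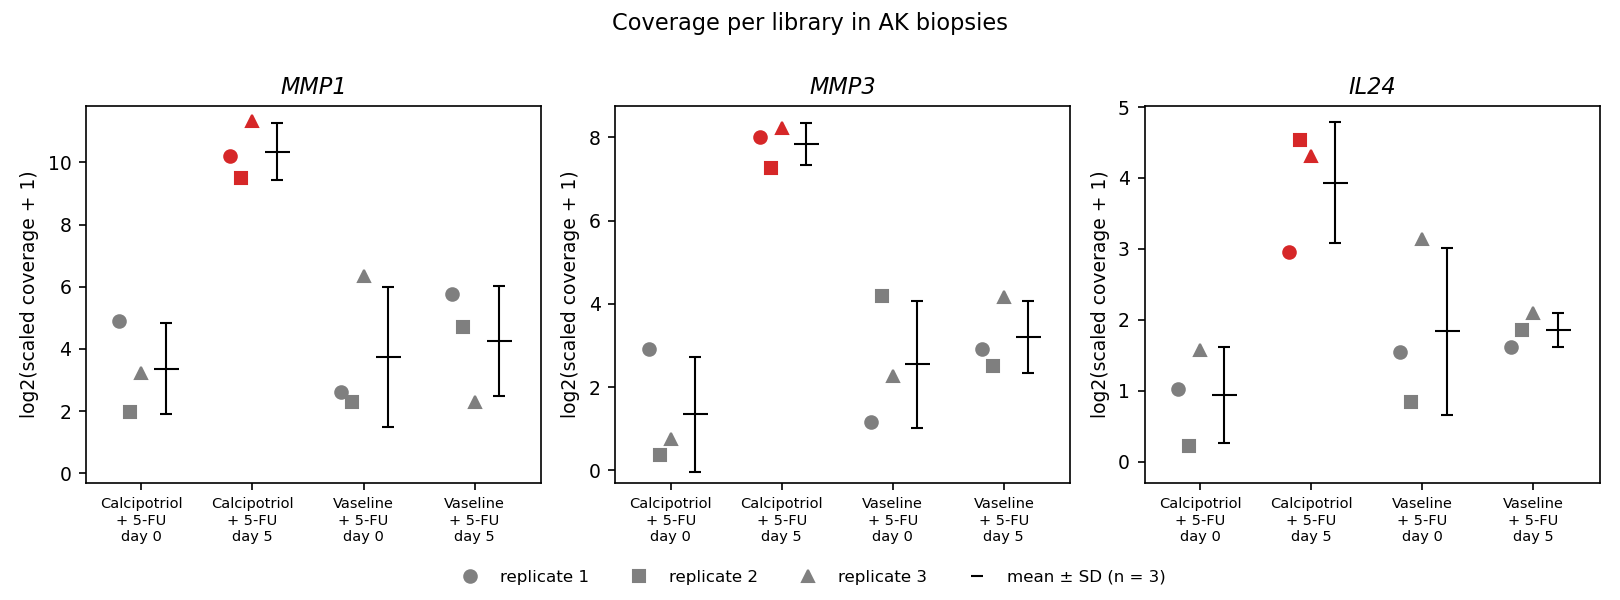
Coverage of *MMP1*, *MMP3* and *IL24* in each of the 12 libraries, as log2(scaled coverage + 1), by group; symbols are replicates, and bars are the mean ± SD (n = 3). The calcipotriol-plus–5-FU day 5 libraries lie between 9.49 and 11.32 for *MMP1*, 7.26 and 8.22 for *MMP3*, and 2.96 and 4.53 for *IL24*.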

IL-24 induces toxic autophagy and apoptosis in a cancer-selective manner (14, 15, 17, 36–38). MMPs are implicated in the remodeling of integrins, whose loss can cause anoikis (39, 40). We confirmed the upregulation of IL-24 and MMP1 in AK keratinocytes after calcipotriol-plus–5-FU immunotherapy compared with before treatment and Vaseline plus 5-FU treatment (Figure 4, H–K, and Supplemental Figure 6, B and C). IL-24 expression was not altered in normal skin treated with calcipotriol-plus–5-FU (Supplemental Figure 6, D and E).

### IL-24 is induced by Th2-associated cytokines in cancer cells and its overexpression causes toxic autophagy in the cells.

Next, we investigated whether Th2-associated cytokines IL-4 and IL-13 (41) induced IL-24 expression in malignant keratinocytes. IL-4 and IL-13 induced *IL24* expression in SCC cells in a dose-dependent manner (Figure 5, A–C). By contrast, IL-4 did not alter *IL24* expression in normal keratinocyte cell lines KERTr and HaCaT (Figure 5, D and E). SCC cells expressed IL-4 receptor α, IL-13 receptor α1, and γc receptor, while IL-4 receptor α was not expressed on the surface of normal keratinocyte cell lines (Supplemental Figure 7, A–C).

To test whether IL-24 induction can kill malignant keratinocytes in combination with 5-FU, we infected SCC12 cells with Ad.IL-24, an adenoviral vector overexpressing IL-24 (15, 37, 42–49), and treated the cells with 5-FU in vitro. Ad.IL-24-plus–5-FU caused more SCC cell death and autophagic flux compared with Ad.null-plus–5-FU (empty vector control with 5-FU) (Figure 5, F–H, and Supplemental Figure 7, D and E). By contrast, Ad.IL-24 treatment alone did not induce autophagic flux in SCC cells (Figure 5, F–H, and Supplemental Figure 7, D and E). In addition, cell death and autophagy induction were not observed in normal keratinocyte cell line treated with Ad.IL-24-plus–5-FU (Supplemental Figure 7, F–H). Ad.IL-24-plus–5-FU–induced cell death and autophagy were inhibited by 3-methyladenine (3MA), an autophagy inhibitor (Figure 5, I–K) (50). These results suggest that IL-24 induction by calcipotriol-activated Th2 cells synergizes with 5-FU to cause AK keratinocyte death through toxic autophagy.

### Calcipotriol-plus–5-FU–mediated skin cancer prevention is IL-24–dependent.

Topical calcipotriol alone or in combination with 5-FU upregulated *Il24* expression in mouse skin (Figure 6A). Likewise, TSLP overexpression induced *Il24* expression in the skin (Supplemental Figure 8A). To establish a platform to investigate the effects of calcipotriol-plus–5-FU immunotherapy on skin cancer precursors in vivo, we examined the efficacy of calcipotriol-plus–5-FU immunotherapy in controlling mutant p53 clones in the DMBA-plus–ultraviolet radiation (DMBA-plus–UVB) skin carcinogenesis model (51). AKs express mutated p53 (52), and the development of mutant p53 clones in the DMBA/UVB skin carcinogenesis model mimics how AK develops in humans (52–56). Calcipotriol-plus–5-FU immunotherapy reduced the number of UVB-induced mutant p53 clones in the skin of hairless immunocompetent SKH-1 mice compared with 5-FU monotherapy (Supplemental Figure 8, B and C) (57). To investigate whether IL-24 is required for the tumor protective effect of calcipotriol-plus–5-FU immunotherapy, we compared mutant p53 clone development in WT and *Il24^–/–^* (Il24^KO^) mice on the C57BL/6 background, which received control, 5-FU, calcipotriol, or calcipotriol-plus–5-FU treatment (Figure 6B). Calcipotriol-plus–5-FU treatment reduced the number of mutant p53 clones in the epidermis compared with the control treatment in WT mice (Figure 6, C and D). Calcipotriol monotherapy also showed a trend toward reduction in mutant p53 clones in WT mice (Figure 6, C and D). However, calcipotriol-plus–5-FU treatment did not reduce the number of mutant p53 clones in Il24^KO^ animals (Figure 6, C and D). Importantly, calcipotriol-plus–5-FU treatment’s ability to induce CD4^+^ T cell response in the skin was not affected by the loss of IL-24 (Figure 6, E and F). These results indicate that IL-24 is a critical effector molecule downstream of CD4^+^ T cell activation by calcipotriol-plus–5-FU immunotherapy, which is required to eliminate precancerous skin lesions.

## Discussion

Our findings demonstrate that calcipotriol-plus–5-FU–stimulated Th2 immunity eliminates precancerous skin lesions by inducing IL-24 in premalignant keratinocytes, which causes toxic autophagy in a cancer-selective manner (14, 15, 17, 38). Calcipotriol-plus–5-FU immunotherapy heightens AK immunogenicity by upregulating TSLP, DAMPs, and HLA-II expression in premalignant keratinocytes, culminating in a robust Th2 immunity against AKs. Our follow-up clinical study suggests that calcipotriol-plus–5-FU–mediated Th2 immunity persists for years after treatment and is reactivated during AK development, which may suppress its progression to SCC. CD4^+^ Th2 cells are necessary to establish tumor protection in response to TSLP in the skin, and this protective effect persists in the absence of CD8^+^ T or B cells. Th2 cell effector function is mediated at least in part by the type 2 cytokines IL-4 and IL-13, inducing IL-24 in transformed keratinocytes. Together, our findings substantiate the role of antitumor Th2 cell immunity in early cancer development, which can be leveraged for cancer immunoprevention.

The discovery of Th2 cells as mediators of antitumor immunity against skin cancer precursors in humans provides fundamental insights into the importance of Th2 cells in cancer immunosurveillance. In protumorigenic immune microenvironments, Th2 cells exhibit elevated levels of cytokines such as IL-10 and TGF-β and contribute to tumor progression (58). By contrast, inflammatory Th2 cells induced by TSLP effectively protect epithelial cells against malignant transformation (24–28, 59, 60). Furthermore, we have recently demonstrated that TSLP-activated Th2 cells directly block breast cancer development by terminally differentiating the tumor cells to form gland-like structures (24). CD4^+^ T cell induction for cancer immunoprevention and therapy has several distinct advantages compared with conventional immunotherapies directed at CD8^+^ T cells. CD4^+^ T cells are initiators of adaptive immunity, and their direct activation to target tumor antigens can launch a robust antitumor immune response in early epithelial cancers and precancerous lesions (61).

We have identified IL-24 as a downstream effector molecule induced by Th2 immunity in transformed keratinocytes. IL-24 was first identified by subtraction hybridization from terminally differentiating metastasis-derived human melanoma cells (36). Mounting evidence supports the role of IL-24, or melanoma differentiation–associated gene-7 (14, 15, 17, 36), in inducing toxic autophagy and apoptosis in solid cancers, including melanoma and epithelial cancers (42, 43, 48, 49, 62–66). IL-24 induces apoptosis through a combination of intracellular and secretory mechanisms (14, 15, 17, 42, 67). Although our findings point to intracellular IL-24–mediated cell death induction, we cannot exclude the possibility that secreted IL-24 contributes to toxic autophagy and apoptosis through its receptor on premalignant keratinocytes. In support of this possibility, a significant contributor to the antitumor properties of IL-24 is its ability to be secreted, promoting potent “bystander” anticancer properties (14–17, 37, 42, 43, 68). Moreover, transgenic animal models of breast cancer involving production and secretion of IL-24 by the mouse mammary gland have documented protective effects against breast cancer development (49). Cancer immunotherapy is enhanced by delivering IL-24 in genetically engineered T cells, further supporting its potential as a safe anticancer cytokine (69). Calcipotriol-plus–5-FU immunotherapy induces DAMPs, which are implicated in ER stress (70). ER stress renders cancer cells more vulnerable to IL-24–mediated toxic effects (14–17, 37, 62, 68, 69, 71–77). Anoikis is another cell death mechanism, which is caused by loss of adhesion (78). Unlike the broad presence of apoptotic and necrotic keratinocytes at the site of epidermal detachment in toxic epidermal necrolysis (79), a significant portion of AK basal keratinocytes at the site of epidermal detachment after calcipotriol-plus–5-FU treatment did not show signs of apoptosis. This observation suggests that epidermal detachment preceding apoptosis (i.e., anoikis) contributes to AK clearance by calcipotriol-plus–5-FU treatment. Thus, calcipotriol-plus–5-FU immunotherapy causes AK keratinocyte death by inducing toxic autophagy and anoikis, culminating in apoptosis. This mechanism of action is distinct from common perforin/granzyme-based cytotoxicity induced by current immunotherapies (80). Whether toxic autophagy and anoikis synergize to cause cell death in AK keratinocytes warrants future investigation.

The efficacy of transient TSLP induction in delivering lasting tumor-specific immunity in the skin emphasizes the benefit of using topical TSLP inducers (e.g., calcipotriol) as safe and accessible modalities for skin cancer immunoprevention. We previously reported that a 4-day calcipotriol-plus–5-FU treatment on the face and scalp leads to the induction of robust erythema, T cell immunity, and T_RM_ formation against AKs and significantly lowers SCC risk within 3 years after treatment compared with 5-FU monotherapy (9, 13). Here, we further characterize the robust T cell immunity against AKs newly developed in patients with a distant history of calcipotriol-plus–5-FU treatment. The long-term heightened T cell response in AKs developed after calcipotriol-plus–5-FU immunotherapy substantiates its efficacy in preventing SCC (13). Therefore, inducing Th2 cell immunity in AKs may improve clinical outcomes for patients with skin cancer by preventing the development of invasive SCC.

Although calcipotriol is a well-established topical inducer of TSLP in mouse skin (12, 22, 23), it has been reported that calcipotriol does not induce TSLP in normal human skin (19). We show that calcipotriol-plus–5-FU immunotherapy induces TSLP expression preferentially in AKs compared with normal skin. We find that 1 μΜ calcipotriol induces TSLP expression in SCC cells but not in normal human keratinocyte cell lines, which is consistent with previous reports (19, 81). Consistently, calcipotriol-plus–5-FU immunotherapy induces Th2 immunity in AKs but not in normal human skin (9). Thus, topical calcipotriol therapy in humans preferentially targets transformed keratinocytes for TSLP expression, adding to the specificity of calcipotriol-plus–5-FU field therapy for immune induction in AKs while avoiding a generalized inflammatory response in normal skin.

In summary, our findings establish the previously unrecognized role of Th2 immunity against premalignant lesions in humans. Th2 cells activated by topical TSLP, DAMPs, and HLA-II induction in AK keratinocytes cause toxic autophagy and apoptosis in AKs. Once T cell immunity eliminates premalignant keratinocytes, T_RM_ cells can persist and protect the skin from cancer development. Our work highlights the importance of the immune-activating signals released by epithelial cells as upstream activators of antitumor immunity, which can be therapeutically leveraged for cancer immunoprevention and treatment.

## Methods

### Sex as a biological variable.

Our study examined male and female mice, and similar findings were reported for both sexes.

### Clinical studies.

We performed an open-label clinical trial in the participants of the calcipotriol-plus–5-FU versus Vaseline-plus–5-FU randomized clinical trial (NCT02019355). All participants were immunocompetent. Eighteen participants with persistent AKs after the treatment in the randomized trial were enrolled in the open-label trial. All participants received a topical preparation of 0.005% calcipotriol ointment (Taro Pharmaceuticals) combined with 5% 5-FU cream (Taro Pharmaceuticals) premixed at 1:1 weight ratio (final concentration: 0.0025% calcipotriol and 2.5% 5-FU) for twice-daily 6-day self application (Supplemental Figure 1, A and B). AKs were clinically defined as pink, scaly papules on sun-damaged skin. A 6-day treatment duration was chosen to heighten immune induction by calcipotriol-plus–5-FU treatment while avoiding severe side effects (9). The drug combinations were prepared according to the United States Pharmacopeial Convention 795 (USP 795) guidelines for compounding topical medications and under the supervision of the investigational drug pharmacies of Washington University in St. Louis. The trial was conducted at Washington University Medical Center between September 2014 and May 2015. Inclusion criteria included age of at least 50 years and the presence of 4 to 15 clinically visible and discrete AKs in a 25-cm^2^ contiguous area on any of the 4 anatomical sites (Supplemental Figure 1A). Exclusion criteria included immunosuppression and a recent (within 1 month) use of medications that could hinder assessment of the treated skin. If a participant had 2 or more qualified anatomical sites, 1 was selected as the primary anatomical site. Participants’ written consents were obtained. At the initial visit (day 0), AK numbers and anatomical location were documented and photographed, and the study medications were dispensed. Participants applied the study medication to the entirety of their qualified anatomical sites twice daily for 6 consecutive days, starting the day after their first visit. Participants underwent evaluation on day 7 and at week 8 (Supplemental Figure 1B). Skin biopsies were obtained before (day 0) and after treatment (day 7). Biopsies were performed on a randomly selected AK and adjacent normal skin from each participant at each time point by a trained dermatologist. For the follow-up clinical sample collection, the participants in the randomized trial were seen in clinic for a randomly selected AK and adjacent normal skin biopsy from the anatomical sites previously treated with calcipotriol-plus–5-FU versus Vaseline-plus–5-FU.

### Cell lines.

James G. Rheinwald (Brigham and Women’s Hospital, Boston, Massachusetts, USA) provided human skin SCC cell lines, SCC12 and SCC13 (82, 83) and N/TERT-1 (84). KERTr, a normal human keratinocyte cell line, was purchased from ATCC (CRL-2309). Anna Mandinova (Massachusetts General Hospital, Boston, Massachusetts, USA) provided HaCaT, a normal human keratinocyte cell line. SCC12, SCC13, and HaCaT were cultured in DMEM medium (Thermo Fisher Scientific), including 10% FBS, 1% penicillin/streptomycin, and 1% glutamine (Sigma-Aldrich), at 37°C in 5% CO_2_. KERTr and N/TERT-1 were cultured in Keratinocyte-SFM media including bovine pituitary extract, recombinant epidermal growth factor (Thermo Fisher Scientific) and 1% penicillin/streptomycin, at 37°C in 5% CO_2_.

### Histology.

Tissue samples were fixed with 4% paraformaldehyde (PFA) and embedded in paraffin. Sections of 5 μm were cut and deparaffinized. After being permeabilized with 0.2% Triton-X (Thermo Fisher Scientific) in PBS for 5 minutes, antigen retrieval was performed using a pressure cooker in citrate-based antigen unmasking solution (Vector Laboratories) or tris-based antigen unmasking solution (Vector Laboratories) for 20 minutes. Slides were rinsed once in DI water and in PBS, including 0.1% Tween 20 (Sigma-Aldrich) (PBS-T). Slides were blocked with 5% normal goat serum (Sigma-Aldrich) in PBS and incubated in a humidified chamber at room temperature for 1 hour. Slides were incubated overnight at 4°C with primary antibodies diluted in the blocking buffer (antibody information is included in Supplemental Table 3). When stained with 2 primary antibodies from the same host species, signal amplification and heat-induced stripping for antibodies were done following the standard protocol using Opal 4-Color IHC Kit (PerkinElmer). Following primary antibody application, slides were rinsed once and washed 3 times for 2 minutes each in PBS-T. Slides were incubated in secondary antibodies (Supplemental Table 3) and 4’,6-diamidino-2-phenylindole (DAPI, Invitrogen; 1:4000) diluted in the blocking buffer for 60 minutes at room temperature. Slides were washed in PBS-T and mounted with Fluoroshield (Sigma-Aldrich). The stained tissues were imaged with a ZEISS Axio Scan.Z1 Slide Scanner (Zeiss). For H&E staining, slides were stained according to standard procedures and mounted with Cytoseal XYL (Thermo Fisher Scientific). For frozen tissue, 7 μm sections were obtained. Sections were fixed in acetone at –20°C for 10 minutes. Slides were blocked with 5% normal goat serum in PBS without antigen retrieval. All the steps after blocking were the same as described above for formalin-fixed paraffin-embedded tissue sections. For chromogenic IHC staining, sections were incubated with primary antibodies (primary antibody information is available in Supplemental Table 3) for 16 minutes, followed by horseradish peroxidase–conjugated (HRP) secondary antibodies (ImmPRESS HRP Horse Anti-Rabbit IgG Polymer Detection Kit, Peroxidase, Vector Laboratories, MP-7401). Sections were stained either with Ventana’s Discovery ChromoMap DAB or Discovery Purple staining kits (Roche). Sections were counterstained with hematoxylin.

### Image analysis.

Automated counting was performed using Halo 3.0 software (Indica Labs). Cell counts were reported as percentage-positive cells per total DAPI-positive cells in AK keratinocytes and normal epidermal keratinocytes unless otherwise specified. Immune cell counts were reported as number of cells per high-power fields (hpf, 200× magnification) unless otherwise specified. Cell counts were done across up-to 10 randomly selected hpf for mouse tissue or up to 3 hpf for human tissue samples, depending on the tissue size.

### RNA-seq analysis.

AK biopsy samples collected from the randomized clinical trial were lysed with RNA Lysis Buffer and RNA was isolated following the protocol of Quick-RNA Miniprep Kit (Zymo Research) and quantified using Agilent Bioanalyzer 2100 (Agilent) (9). Libraries were prepared by Novogene using the NEBNext Ultra RNA Library Prep kit for Illumina (New England Biolabs). Sequencing was performed using the Illumina NovaSeq6000 System. Reads were aligned to the human reference genome (hg19) using STAR-2.5 (85). Transcript assembly and quantification were performed using StringTie-1.3.6 and Ballgown-2.0.0 (86, 87). Differential expression analysis was performed with limma-3.24.15 using count values (88). Batch effects among biological replicates were corrected using the lmFit, contrasts.fit, and eBayes functions in limma. *P* values were calculated using limma in R. log2 ratio > | 1| and *P* < 0.05 was considered significant. Original RNA-seq data are available in the NCBI Gene Expression Omnibus (GEO) with accession number GSE255479.

### Flow cytometry.

Cells were washed once with PBS, including 5% newborn calf serum (Thermo Fisher Scientific) and 0.01% sodium azide (Sigma-Aldrich), and stained with antibodies on ice for 30 minutes (Supplemental Table 3). Following the surface marker staining, cells were fixed and permeabilized for intracellular staining using Fixation Buffer (BioLegend) and Intracellular Staining Perm Wash Buffer (BioLegend) when an intracellular marker was evaluated. Permeabilized cells were stained with antibodies overnight at 4°C (Supplemental Table 3). For the cell death assay, staining was done following the standard protocol of Annexin V Apoptosis Detection Kit with PI (BioLegend). For autophagic flux assay, staining was done following the manufacturer’s instruction of CYTO-ID Autophagy detection kit (Enzo Biochem). Propidium iodide–positive cells were regarded as dead cells. Cells were washed and examined by BD LSRFortessa X-20 flow cytometer (BD Bioscience). Data were analyzed using FlowJo software (BD Bioscience).

### Quantitative PCR.

RNA was isolated following the Quick-RNA Miniprep Kit instructions (Zymo Research) and quantified using Nano-Drop ND-1100 (NanoDrop Technologies). cDNA samples were synthesized from 1 μg of total RNA using Invitrogen SuperScripts III Reverse Transcriptase (Thermo Fisher Scientific). Expression levels of all cDNA samples were determined with QuantStudio 5 (Thermo Fisher Scientific) using iTaq Universal SYBR green supermix (Bio-Rad Laboratories). Primer sequences for SYBR green assays are listed in Supplemental Table 3. Quantitative real-time PCR using SYBR green analyses were performed in a final reaction volume of 10 μL consisting of 2 μL of cDNA of the respective sample and 8 μL of SYBR green master mix mixed with the corresponding primers (2 μM) for each gene. All assays were conducted in triplicate and normalized to *GAPDH/Gapdh* expression.

### Cytokine and drug treatment in vitro.

Cells were treated with recombinant human IL-4 and IL-13 (BioLegend) at the concentration of 20 ng/mL for 4 hours in serum-reduced DMEM medium (Thermo Fisher Scientific), including 1% FBS to reduce analytical interference and provide more reproducible experimental conditions unless indicated otherwise (89). Cells were treated with 1 μM calcipotriol (Sigma-Aldrich) for 1 day in serum-reduced DMEM medium.

### Adenovirus transfection.

Ad.IL-24 and Ad.null (negative control) were kindly provided by Paul B. Fisher’s lab (37, 43, 48). Cells were seeded at 1.0 × 10^5^ cells/mL and 1 day after seeding, adenovirus was added in serum-free, antibiotic-free DMEM at 1,000 virus particles per cell. Cells were incubated for 2 hours while gently rocking every 15 minutes. 2 hours later, complete media containing FBS was added. Twenty-four hours later, 10 μM 5-FU or DMSO (carrier control) was added to the cells.

### Animal studies.

All mice were housed under pathogen-free conditions in an animal facility at Massachusetts General Hospital in accordance with animal care regulations. The following mouse lines were used in the study: WT C57BL/6J (Jackson Laboratory, catalog no. 000664), B6.Cg-Foxn1^nu^/J (B6 nude mice, Jackson Laboratory, catalog no. 000819), SKH-1 Elite (Charles River Laboratories, catalog no. 477), WT FVB (Charles River Laboratories, catalog no. 207), WT BALB/c (Charles River Laboratories, catalog no. 555), *K14-Tslp^tg^* (Tslp^tg^, a gift of Andrew Farr, University of Washington, Seattle, Washington, USA), *Tslpr^−/−^* (Tslpr^KO^, a gift of Warren Leonard, National Institutes of Health, Bethesda, Maryland, USA), *Il4ra^tm1Sz/J^* (Il4r^KO^, Jackson Laboratory, catalog no. 002518), C.129S7(B6)-Rag1^tm1Mom^/J (Rag1^KO^, Jackson Laboratory, catalog no. 003145) and C57BL/6N-*Il24^tm1.1(KOMP)Vlcg^/JMmucd* (IL24^KO^, Mutant Mouse Resource & Research Centers, catalog no. 048196-UCD). Tslp^tg^ mice were maintained on the BALB/c and C57BL/6 backgrounds. Rag1^KO^ or Il4r^KO^ mice were maintained on the BALB/c background. Il24^KO^ and Tslpr^KO^ mice were maintained on the C57BL/6 background. Mutant mice were genotyped using the primers listed in Supplemental Table 3. Age- and gender-matched female mice were used in all experiments.

### DMBA/TPA skin carcinogenesis.

Mice aged 8–10 weeks received 100 μg DMBA in 200 μL acetone on the back skin (Week 0). A week later, mice received topical application of 6 μg of Phorbol 12-myristate 13-acetate (TPA, Sigma-Aldrich) in acetone to the shaved back skin twice a week for 19 weeks. Mice were observed 3 times a week until the biggest tumor size reached 15 mm in diameter. Mice were harvested 20 weeks after DMBA.

### DMBA/UVB skin carcinogenesis.

Mice aged 8–10 weeks received 100 μg DMBA (Sigma-Aldrich) in 200 μL acetone on the back skin (Week 0). A week later, mice were exposed to 250 mJ/cm^2^ ultraviolet B (UV) 3 times per week for up to 20 weeks using a UVP XX-15MR Bench Lamp, 302 nm (Analytik Jena). The lamp was calibrated using a digital light meter (International Light Technologies. Mouse back skin was shaved with an electric razor before each UVB treatment. Mice were checked for skin cancer development 3 times a week and harvested 20 weeks after DMBA unless otherwise specified.

### Calcipotriol-plus–5-FU topical treatment in vivo.

For WT or IL24^KO^ mice on the C57BL/6 background, mice received topical calcipotriol (20 nmol) in ethanol plus 0.5 % 5-FU cream, ethanol-plus–5-FU, calcipotriol-plus–control cream, or control treatment 3 times a week starting in week 10 after DMBA until harvested week 20 after DMBA. SKH-1 mice received topical calcipotriol (50 nmol) in ethanol-plus–0.5% 5-FU cream or ethanol-plus–5-FU for 3 weeks from week 15 to week 18 after DMBA. WT mice on the FVB background received topical calcipotriol (40 nmol) in ethanol-plus–0.5% 5-FU, ethanol-plus–5-FU, calcipotriol-plus–control vehicle, or control treatment 3 times a week for 3 weeks (week 5–8 after DMBA).

### Adoptive T cell transfer.

For CD4^+^ T cell isolation, spleen and inguinal lymph nodes were digested with collagenase IV (Worthington Biochemical), and CD4^+^ T cells were negatively selected following the instruction of MojoSort Mouse CD4 T Cell Isolation Kit (BioLegend). CD3^+^CD4^+^CD45^+^ T cells were stained (Supplemental Table 3) and enriched with SH800 Cell Sorter (Sony Biotechnology). When donor mice were Tslp^tg^ and Tslpr^KO^ mice, they were irradiated with 450-cGy 2 days before adoptive T cell transfer. A day after adoptive T cell transfer, DMBA was applied. CD4^+^ T cells were injected intravenously. Tslp^tg^ Tslpr^KO^ mice received 2.0 × 10^6^ of adoptive CD4^+^ T cell transfer from Ly5.1 WT or Tslpr^KO^ mice. Tslp^tg^ Rag1^KO^ and Rag1^KO^ mice received 3.0 × 10^6^ of adoptive CD4^+^ T cell transfer from WT mice.

### Plasma TSLP ELISA.

Plasma samples were collected from the open-label trial participants before (day 0) and after treatment (day 7). Plasma TSLP levels were measured following the Human TSLP Quantikine ELISA kit instructions (R&D Systems). Samples from 4 participants who were treated for all 4 anatomical sites (face, scalp, RUE, and LUE) were included in the study.

### Study approval.

Human studies were reviewed and approved by the IRB of Washington University in St. Louis and Massachusetts General Hospital. Animal studies were approved by the IACUC of Massachusetts General Hospital.

### Statistics.

All bar graphs and dot plots show mean + SD. A 2-tailed Mann-Whitney *U* test was used as the significance test for nonpaired 2-group comparison. A 2-tailed paired *t* test was used for paired 2 group comparison. Kruskal-Wallis test with Dunn’s multiple comparison test was used for more than 2 group comparison. 2-way ANOVA with Dunnett’s multiple comparison test was used for tumor count over time analysis. GraphPad Prism 10 was used for statistical analysis. *P* < 0.05 was considered significant.

### Data availability.

The RNA sequencing data can be accessed from NCBI database, GEO accession no: GSE255479. Values for all data points found in graphs can be found in the supplemental Supporting Data Values file. Additional data related to this paper may be requested from the corresponding author.

## Author contributions

SD conceived the study. TO and SD designed the experiments. TO, SSS, HGS, TL, VSOG, MM, KET, LSI, DNC, and MA performed the experiments and analyzed the data. NSR, MT, LAC, and SD performed the clinical studies. TO and SD interpreted the data and wrote the manuscript. LE, SKD, and PBF contributed to Ad.IL-24 experiments, interpretation of IL-24 data, and writing of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
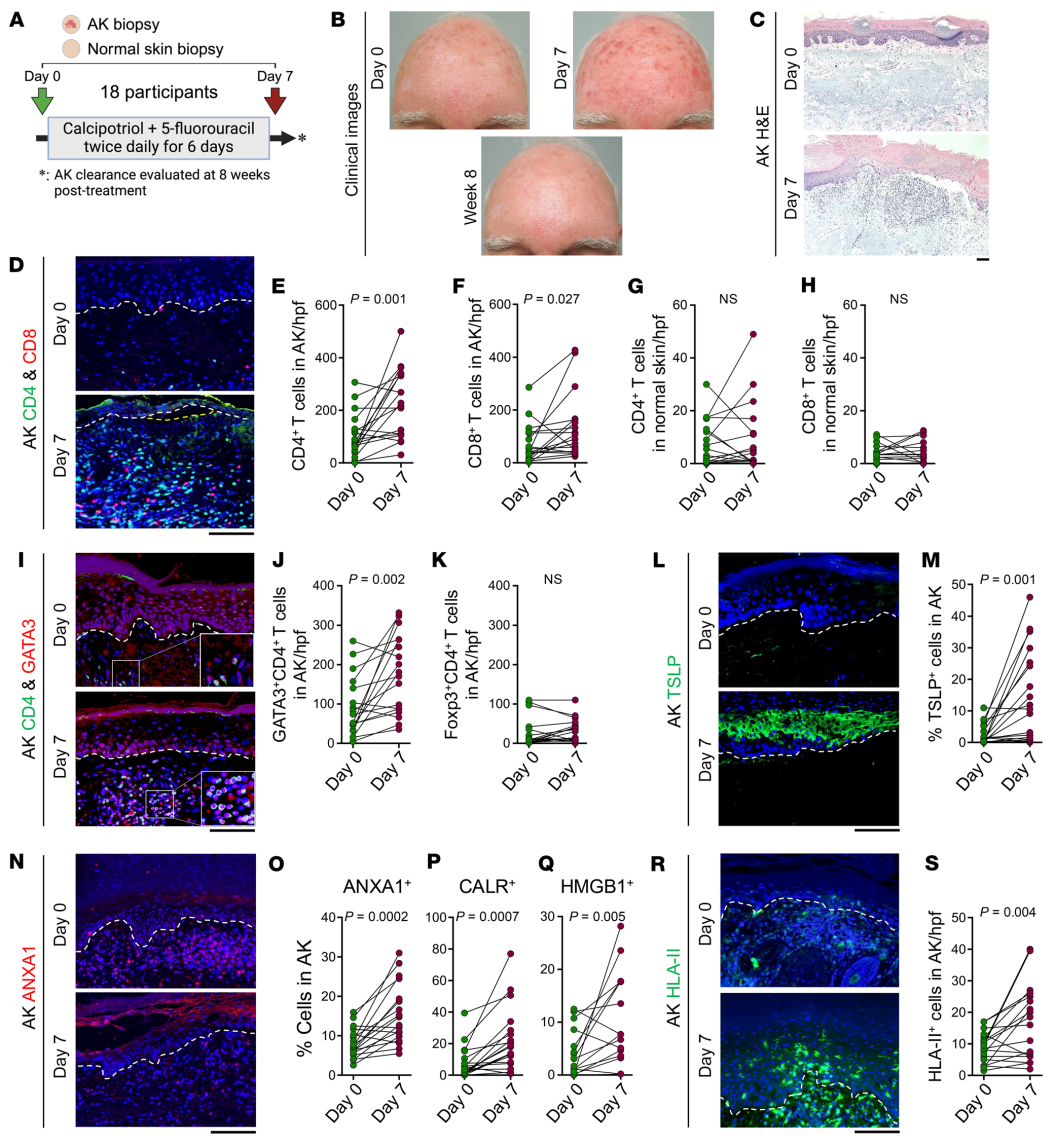
Calcipotriol-plus–5-FU immunotherapy induces robust Th2 immunity in AKs associated with TSLP and DAMP upregulation in keratinocytes. (**A**) Schematic diagram of calcipotriol-plus–5-FU immunotherapy open-label trial. (**B**) Representative clinical photographs of skin treated with calcipotriol-plus–5-FU. Photographs were taken before (day 0), and after treatment (day 7 and week 8). (**C**) Representative H&E-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**D**) Representative images of CD4/CD8-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Note that CD4^+^ and CD8^+^ cells are CD3^+^ T cells. (**E**–**H**) Quantification of CD4^+^ T cells in AKs (**E**), CD8^+^ T cells in AKs (**F**), CD4^+^ T cells in normal skin (**G**), and CD8^+^ T cells in normal skin (**H**) before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**I**) Representative images of CD4/GATA3-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Note that GATA3^+^CD4^+^ cells are CD3^+^ T cells. (**J** and **K**) Quantification of GATA3^+^CD4^+^ T cells (**J**) and Foxp3^+^CD4^+^ T cells (**K**) in AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**L**) Representative images of TSLP-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**M**) Quantification of TSLP^+^ cells as percentage DAPI^+^ keratinocytes in AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**N**) Representative images of ANXA1-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**O**–**Q**) Quantification of ANXA1^+^ cells (**O**), CALR^+^ cells (**P**), and HMGB1^+^ cells (**Q**) as percent DAPI^+^ keratinocytes in AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**R**) Representative images of HLA-II–stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**S**) Quantification of HLA-II^+^ cells as percentage DAPI^+^ cells in AKs. Each dot represents an AK or normal skin sample. *n* = 18 participants at each time point; paired *t* test. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100 μm.

**Figure 2:**
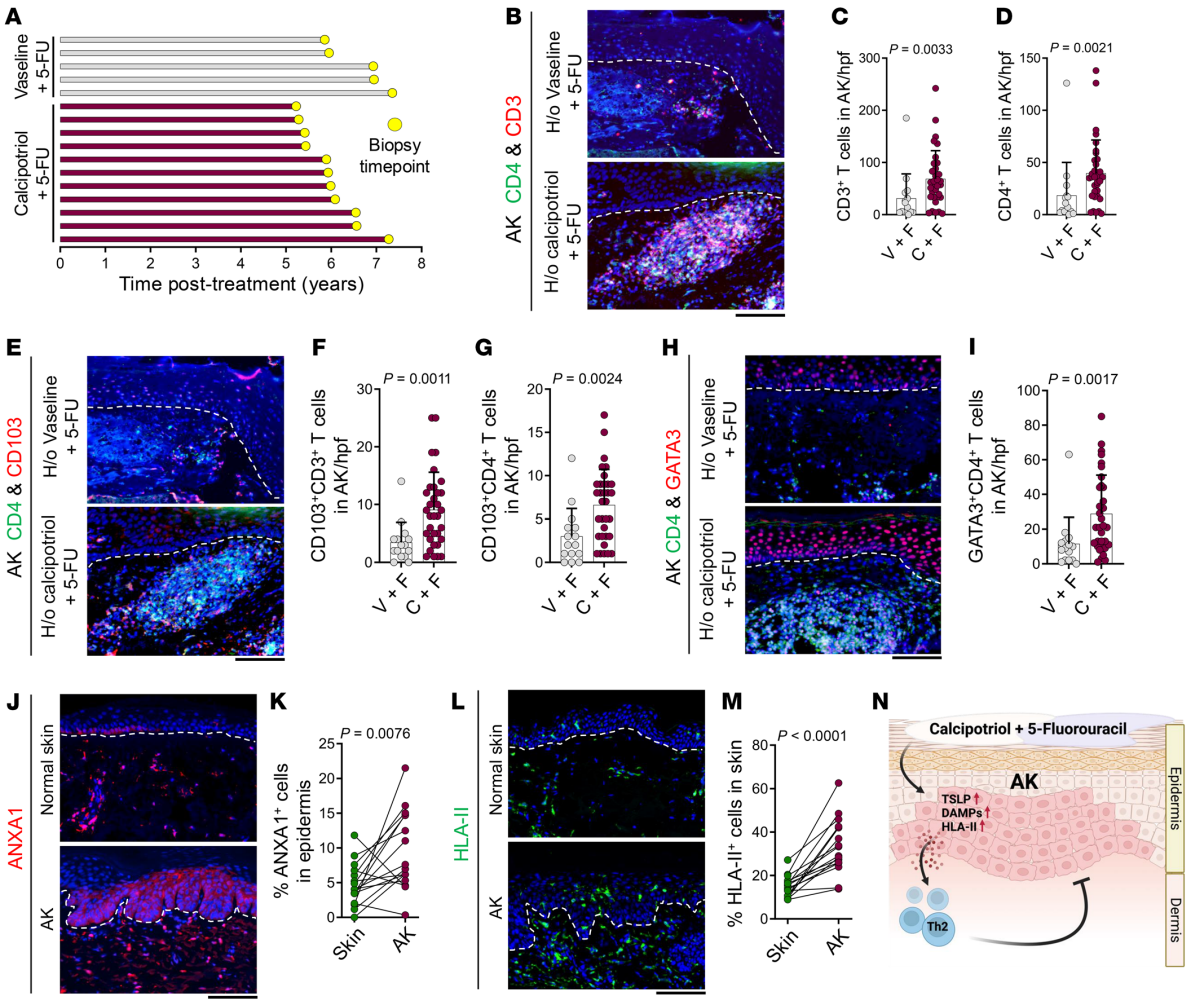
T cell immunity induced by calcipotriol-plus–5-FU immunotherapy persists over 5 years. (**A**) Time from Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment to biopsy for each participant in the follow-up clinical study. (**B**) Representative images of CD4/CD3-stained AKs from participants who had a history of (H/o) Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. (**C** and **D**) Quantification of CD3^+^ T cells (**C**) and CD4^+^ T cells (**D**) in AKs from participants who had a history of Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. Each dot represents cell counts from a high power field (hpf) image. 3 hpf images are included per sample (*n* = 5 participants in Vaseline-plus–5-FU group, *n* = 11 participants in calcipotriol-plus–5-FU group, Mann-Whitney *U* test). (**E**) Representative images of CD4/CD103-stained AKs from participants who had a history of Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. (**F** and **G**) Quantification of CD103^+^CD3^+^ T cells (**F**) and CD103^+^CD4^+^ T cells (**G**) in AKs from participants who had a history of Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. Each dot represents cell counts from an hpf image. 3 hpf images are included per sample (*n* = 5 participants in Vaseline-plus–5-FU group, *n* = 11 participants in calcipotriol-plus–5-FU group, Mann-Whitney *U* test). (**H**) Representative images of CD4/GATA3-stained AKs from participants who had a history of Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. (**I**) Quantification of GATA3^+^CD4^+^ T cells in AKs from participants who had a history of Vaseline-plus–5-FU versus calcipotriol-plus–5-FU treatment. Each dot represents cell counts from an hpf image. 3 hpf images are included per sample (*n* = 5 participants in Vaseline-plus–5-FU group, *n* = 11 participants in calcipotriol-plus–5-FU group, Mann-Whitney *U* test). (**J**) Representative images of ANXA1-stained AKs and normal skin. (**K**) Quantification of ANXA1^+^ cells in the epidermis of AKs and normal skin. (*n* = 16 participants for AK and normal skin samples, paired *t* test). (**L**) Representative images of HLA-II-stained AKs and normal skin. (**M**) Quantification of HLA-II^+^ cells in AKs and normal skin. (*n* = 16 participants for AK and normal skin samples, paired *t* test). (**N**) Schematic diagram depicting the mechanism by which calcipotriol-plus–5-FU immunotherapy induces Th2 immunity against AKs. Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100 μm.

**Figure 3:**
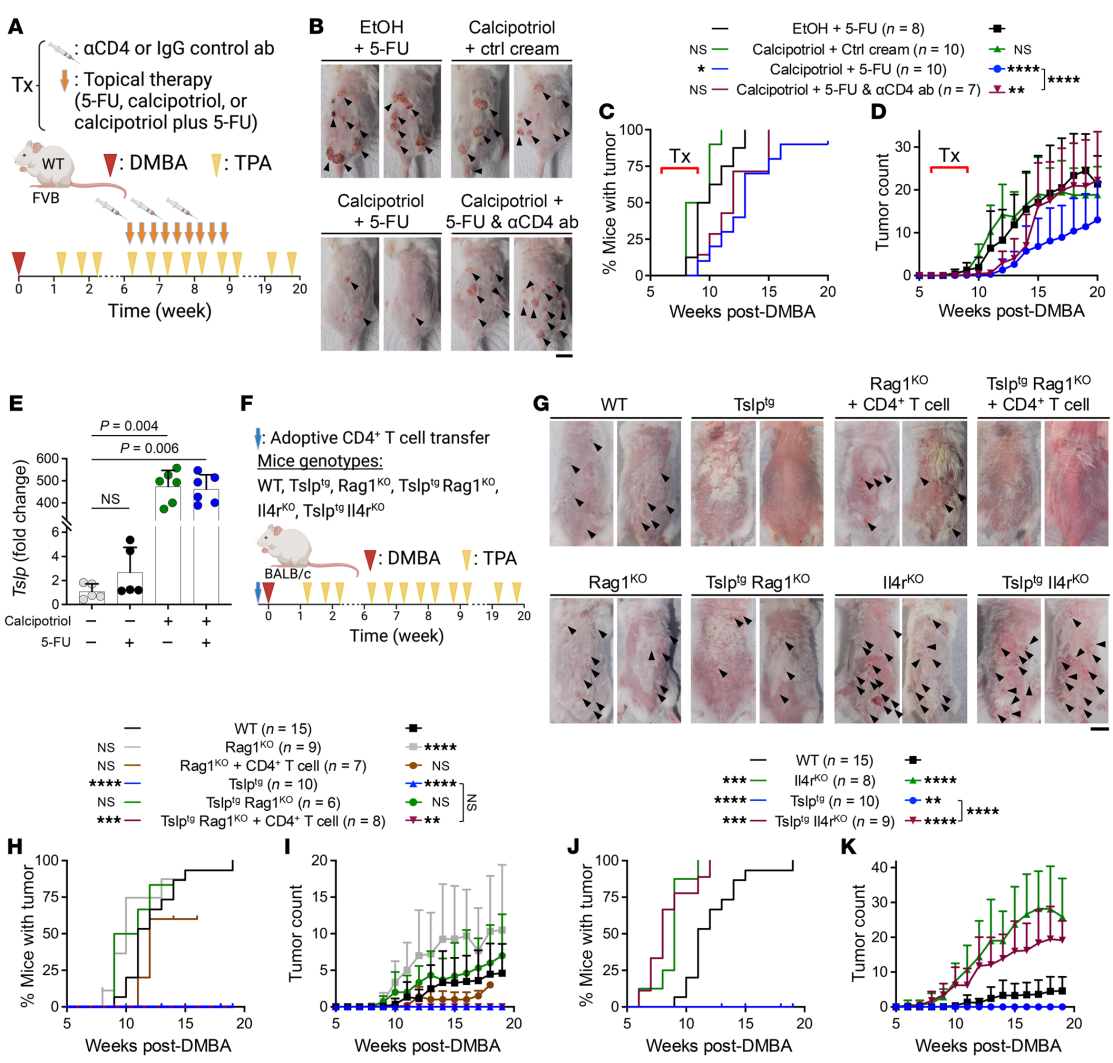
Calcipotriol-plus–5-FU immunotherapy prevents skin cancer development in a Th2 cell–dependent manner. (**A**) Schematic diagram of a 3-week topical therapy and CD4^+^ T cell depletion during the skin cancer development in WT mice on the FVB background undergoing DMBA/TPA skin carcinogenesis protocol. (**B**) Representative photographs of mouse back skin treated with EtOH-plus–5-FU, calcipotriol-plus–control cream, calcipotriol-plus–5-FU, and calcipotriol-plus–5-FU combined with anti-CD4 (α-CD4) antibody at week 20 after DMBA. Black arrows point to skin tumors. (**C** and **D**) Time to skin tumor onset (**C**, log-rank test) and the number of tumors per mouse over time (**D**, 2-way ANOVA with Dunnett’s multiple comparison test) in WT mice treated (Tx) with EtOH-plus–5-FU, calcipotriol-plus–control cream, calcipotriol-plus–5-FU, and calcipotriol-plus–5-FU combined with α-CD4 antibody. All groups are compared with EtOH-plus–5-FU group unless otherwise indicated. (**E**) Quantification of *Tslp* mRNA expression in murine skin treated with control vehicle, 5-FU, calcipotriol, or calcipotriol-plus–5-FU for 3 consecutive days. A day after last treatment, mRNA was isolated from the treated skin for analysis. Each dot represents a mouse (*n* = 5 in control vehicle and 5-FU groups, *n* = 6 in calcipotriol and calcipotriol-plus–5-FU groups, Kruskal-Wallis test with Dunn’s multiple comparison test). (**F**) Schematic diagram of adoptive T cell transfer and DMBA/TPA skin carcinogenesis in mice on the BALB/c background with different genotypes. (**G**) Representative photographs of mouse back skin at week 19 after DMBA. Black arrows point to skin tumors. (**H** and **I**) Time to tumor onset (**H**, log-rank test) and number of tumors per mouse over time (**I**, 2-way ANOVA with Dunnett’s multiple comparison test) in DMBA/TPA-treated WT, Rag1^KO^, Rag1^KO^ + CD4^+^ T cell, Tslp^tg^, Tslp^tg^ Rag1^KO^, and Tslp^tg^ Rag1^KO^ + CD4^+^ T cell groups. All groups are compared with the WT group. (**J** and **K**) Time to tumor onset (**J**, log-rank test) and number of tumors per mouse over time (**K**, 2-way ANOVA with Dunnett’s multiple comparison test) in DMBA/TPA-treated WT, Il4r^KO^, Tslp^tg^, and Tslp^tg^ Il4r^KO^ mice. All groups are compared with the WT group unless otherwise indicated. Please note that WT and Tslp^tg^ groups are common in **H**–**K**. Bar graphs show mean + SD. Scale bars: 1 cm. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

**Figure 4:**
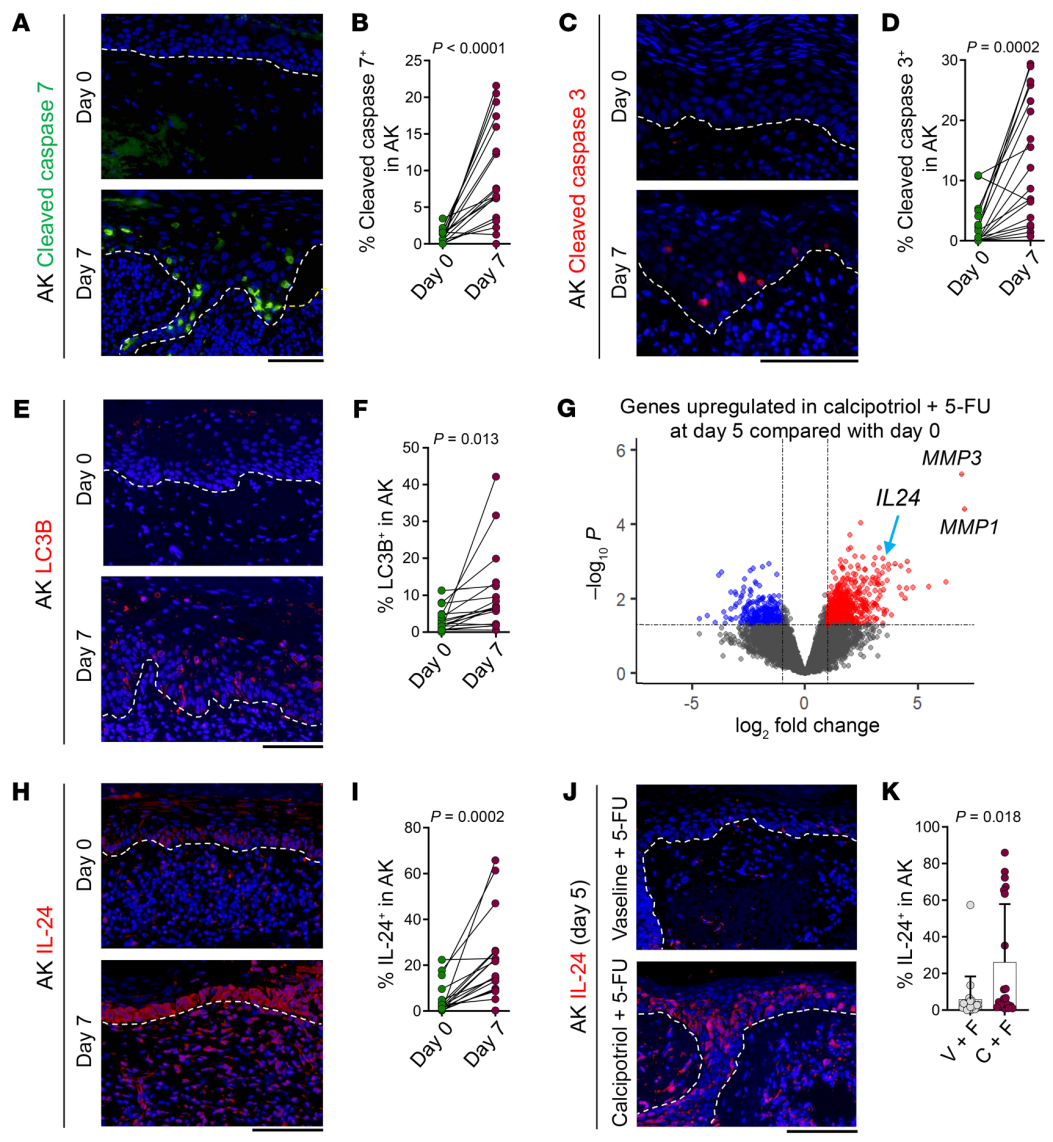
Calcipotriol-plus–5-FU treatment causes toxic autophagy and apoptosis associated with IL-24 induction in AK keratinocytes. (**A**) Representative images of cleaved caspase 7–stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**B**) Quantification of cleaved caspase 7^+^ cells per total DAPI^+^ keratinocytes in AK before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Each dot represents an AK sample (*n* = 18 participants at each time point, paired *t* test). (**C**) Representative images of cleaved caspase 3-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**D**) Quantification of cleaved caspase 3^+^ cells per total DAPI^+^ keratinocytes in AK before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Each dot represents an AK sample (*n* = 18 participants at each time point, paired *t* test). (**E**) Representative images of LC3B-stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**F**) Quantification of LC3B^+^ cells per total DAPI^+^ keratinocytes in AK before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Each dot represents an AK sample (*n* = 18 participants at each time point, paired *t* test). (**G**) Volcano plot showing significantly upregulated (red dots) and downregulated (blue dots) genes in AKs collected from randomized clinical trial participants after calcipotriol-plus–5-FU treatment (day 5, *n* = 3) compared with before calcipotriol-plus–5-FU treatment (day 0, *n* = 3). Genes of interest are indicated with their symbol. (**H**) Representative images of IL-24–stained AKs before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. (**I**) Quantification of IL-24^+^ cells per total DAPI^+^ keratinocytes in AK before (day 0) and after (day 7) calcipotriol-plus–5-FU treatment. Each dot represents an AK sample (*n* = 18 participants at each time point, paired *t* test). (**J**) Representative images of IL-24–stained AKs treated with Vaseline-plus–5-FU versus calcipotriol-plus–5-FU (day 5). (**K**) Quantification of IL-24^+^ cells per total DAPI^+^ keratinocytes in AK treated with Vaseline-plus–5-FU (V + F) and calcipotriol-plus–5-FU (**C** and **F**). Each dot represents an AK sample (*n* = 20 participants for both treatment groups, Mann-Whitney *U* test). Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100 μm.

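Among the genes tested between day 5 and day 0 of calcipotriol-plus–5-FU, 618 were upregulated and 422 were downregulated at the threshold of the paper (n = 3 per group). An unadjusted *P* value below 0.05 was reached by 1117 genes, where 1041 would be reached by chance. The number was 2082 with the participant as a block and 1868, where chance gives 918, with only the 6 samples compared. It ranged from 664 (without replicate 3 of calcipotriol-plus–5-FU day 5) to 1730 (without replicate 3 of Vaseline-plus–5-FU day 5) with each library left out in turn. With all libraries and no block, no gene (0) had an adjusted p value below 0.05, the smallest being that of *MMP3* (limma). Of the upregulated genes, 605 rose in all 3 participants, and 402 of the downregulated genes fell in all 3. These genes were selected by their change in the same libraries, which favors a shared direction, so the counts are not independent evidence. With the participant as a block, which pairs the day 0 and day 5 libraries of each participant, 873 genes were upregulated and 893 downregulated. With quantile normalization, 679 genes were upregulated and 366 downregulated, so that the upregulated share went from 59.4% to 65%. With upper-quartile scaling, 471 genes were upregulated and 545 downregulated, and the share went to 46.4%. This scaling moved the median log2 fold change of all genes from -0.07 to -0.18. Leaving out 1 library at a time gave 408 to 855 upregulated genes and 233 to 713 downregulated genes. The 855 upregulated genes came without replicate 3 of Vaseline-plus–5-FU day 5, and the 408 without replicate 3 of calcipotriol-plus–5-FU day 5. The 713 downregulated genes came without replicate 3 of calcipotriol-plus–5-FU day 0, and the 233 without its replicate 1.

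Among genes that changed the same way in every participant, the largest rises after *MMP1* and *MMP3* were those of *MMP10* (log2 fold change 5.45), *IL8* (5.10) and *CXCL10* (4.39). Their limma adjusted p values were 0.709, 0.876 and 0.709. Without replicate 3 of calcipotriol-plus–5-FU day 5, the log2 fold change of *MMP10* was 3.98. The largest falls were those of *HSD3B1* (-4.29), *TBC1D24* (-3.93, row ENSG00000260272), *FADS2* (-3.54), *AADACL4* (-3.28) and *MOGAT2* (-3.20), with limma adjusted p values of 0.709 to 0.907. *FADS2* is among 8 sebaceous gland genes, a list written after the data were seen, that all fell between the same groups.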

**Figure 5:**
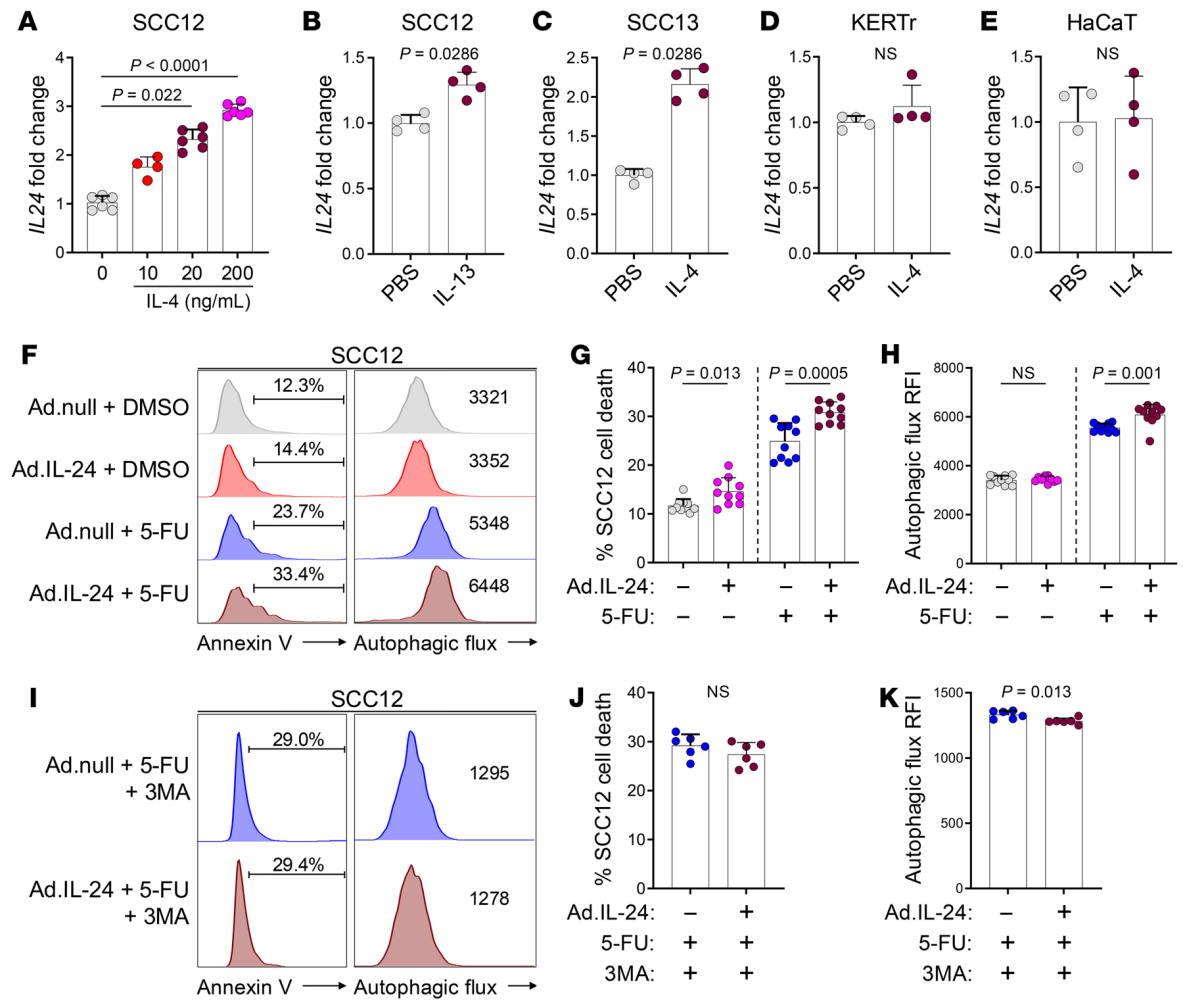
IL-24 is induced by Th2-associated cytokines in cancer cells, and its overexpression causes toxic autophagy in the cells. (**A**) Quantification of *IL24* mRNA expression in SCC12 cells treated with IL-4 for 4 hours. Each dot represents a biological replicate (0, 20, 200 ng/mL: *n* = 6, 10 ng/mL: *n* = 4, Kruskal-Wallis test with Dunn’s multiple comparison test). (**B**) Quantification of *IL24* mRNA expression in SCC12 cells treated with 20 ng/mL of IL-13 for 4 hours. Each dot represents a biological replicate (*n* = 4 in each group, Mann-Whitney *U* test). (**C**) Quantification of *IL24* mRNA expression in SCC13 cells treated with 20 ng/mL of IL-4 for 4 hours. Each dot represents a biological replicate (*n* = 4 in each group, Mann-Whitney *U* test). (**D** and **E**) Quantification of *IL24* mRNA expression in KERTr (**D**) and HaCaT (**E**) normal keratinocytes treated with 20 ng/mL of IL-4 for 4 hours. Each dot represents a biological replicate (*n* = 4 in each group, Mann-Whitney *U* test). (**F**–**H**) Representative flow cytometry histogram of annexin V and autophagic flux (**F**), and quantification of percentage cell death (**G**) and RFI of autophagic flux (**H**) in SCC12 cells infected with adenovirus vector overexpressing IL-24 (Ad.IL-24) and treated with 5-FU compared with control vector (Ad.null) and DMSO (*n* = 10 in each group, Mann-Whitney *U* test). (**I**–**K**) Representative flow cytometry histogram of annexin V and autophagic flux (**I**), and quantification of percentage cell death (**J**) and RFI of autophagic flux (**K**) in SCC12 cells infected with Ad.IL-24 and treated with 5-FU in the presence of 3MA compared with Ad.null (*n* = 6 in each group, Mann-Whitney *U* test). Bar graphs show mean + SD.

**Figure 6:**
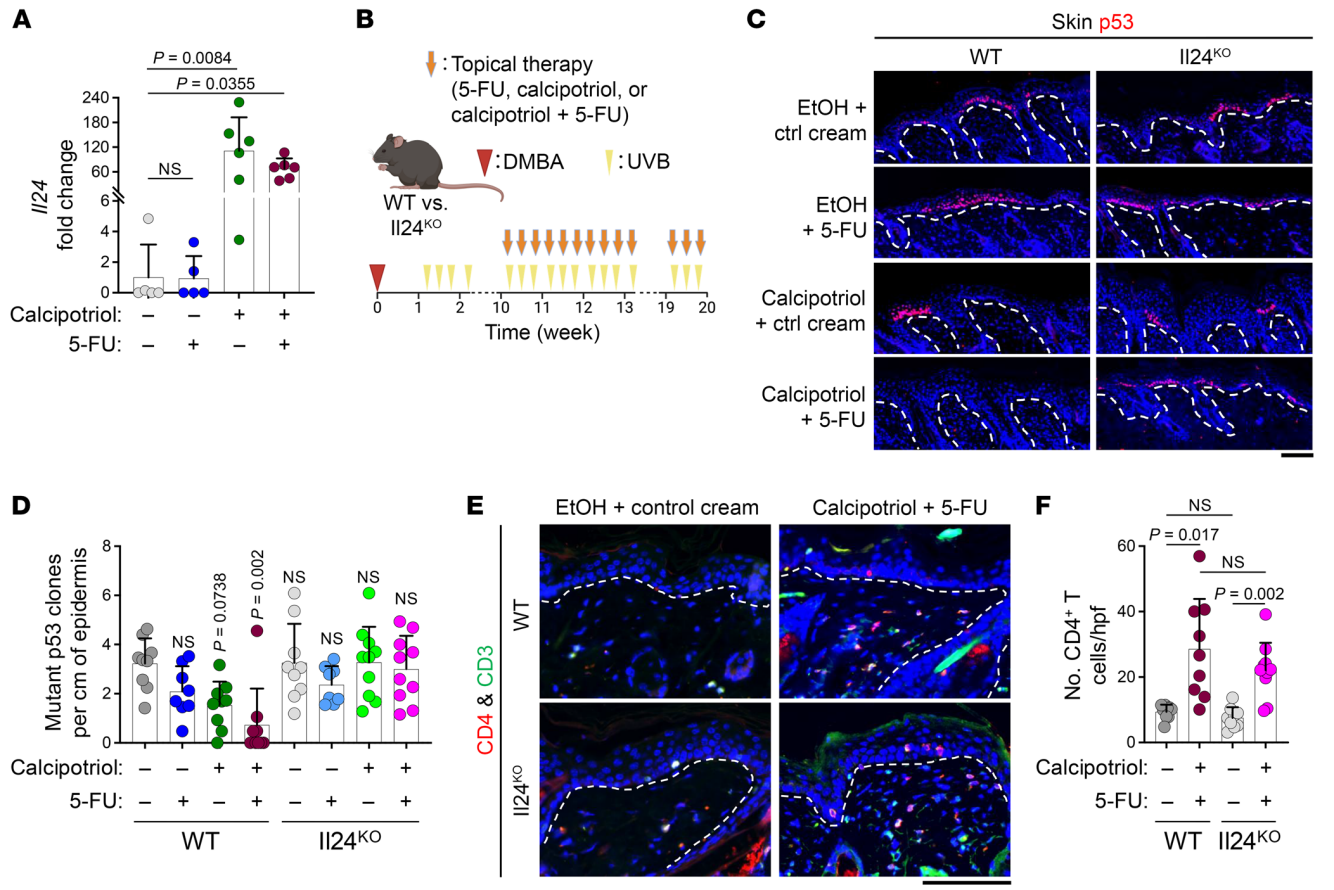
Calcipotriol-plus–5-FU immunotherapy–mediated skin cancer protection is IL-24–dependent. (**A**) Quantification of *Il24* mRNA expression in murine skin treated with control vehicle, 5-FU, calcipotriol, or calcipotriol-plus–5-FU for 3 consecutive days. 1 day after the last treatment, mRNA was isolated from the treated skin. Each dot represents a mouse (*n* = 5 in the control and 5-FU groups, *n* = 6 in calcipotriol and calcipotriol-plus–5-FU groups, Kruskal-Wallis test with Dunn’s multiple comparison test). (**B**) Schematic diagram of a 10-week topical therapy during skin cancer development in mice on the C57BL/6 background exposed to DMBA/UVB skin carcinogenesis protocol. (**C**) Representative images of p53-stained back skin of WT and Il24^KO^ mice treated with EtOH-plus–control cream, EtOH-plus–5-FU, calcipotriol-plus–control cream, or calcipotriol-plus–5-FU at week 20 after DMBA. Note that mutant p53 clones in the epidermis are marked by increased p53 protein levels in the mutant cells. (**D**) Quantification of mutant p53 clones per cm of the epidermis in the back skin of WT and Il24^KO^ mice treated with EtOH-plus–control cream, EtOH-plus–5-FU, calcipotriol-plus–control cream, or calcipotriol-plus–5-FU at week 20 after DMBA. Each dot represents a mouse (WT EtOH-plus–control cream: *n* = 9, WT EtOH-plus–5-FU: *n* = 8, WT calcipotriol-plus–control cream: *n* = 9, WT calcipotriol-plus–5-FU: *n* = 9, Il24^KO^ EtOH-plus–control cream: *n* = 9, Il24^KO^ EtOH-plus–5-FU: *n* = 8, Il24^KO^ calcipotriol-plus–control cream: *n* = 10, Il24^KO^ calcipotriol-plus–5-FU: *n* = 10, Kruskal-Wallis test with Dunn’s multiple comparison test). (**E**) Representative images of CD4/CD3-stained back skin of WT and Il24^KO^ mice treated with EtOH-plus–control cream versus calcipotriol-plus–5-FU at week 20 after DMBA. (**F**) Quantification of CD4^+^ T cells in the back skin of WT and Il24^KO^ mice treated with control vehicle versus calcipotriol-plus–5-FU at week 20 after DMBA. Each dot represents a mouse (WT EtOH-plus–control cream: *n* = 9, WT calcipotriol-plus–5-FU: *n* = 9, Il24^KO^ EtOH-plus–control cream: *n* = 9, Il24^KO^ calcipotriol-plus–5-FU: *n* = 10, Kruskal-Wallis test with Dunn’s multiple comparison test). Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100 μm.

# Supplementary material for: T helper 2 cell–directed immunotherapy eliminates precancerous skin lesions
**Source:** J Clin Invest. 2025 Jan 2;135(1):e183274. doi: 10.1172/JCI183274
**Supplement:** Supplemental data

## Supplemental Material for

### **T helper 2 cell-directed immunotherapy eliminates pre-cancerous skin lesions**

Tomonori Oka, Sabrina S. Smith, Heehwa G. Son, Truelian Lee, Valeria S. Oliver-Garcia, Mahsa Mortaja, Kathryn E. Trerice, Lily S. Isakoff, Danielle N. Conrad, Marjan Azin, Neel S. Raval, Mary Tabacchi, Luni Emdad, Swadesh K. Das, Paul B. Fisher, Lynn A. Cornelius, Shadmehr Demehri\*

Building 149 13th Street, 3rd floor  
Charlestown MA 02129  

## Supplemental Figures

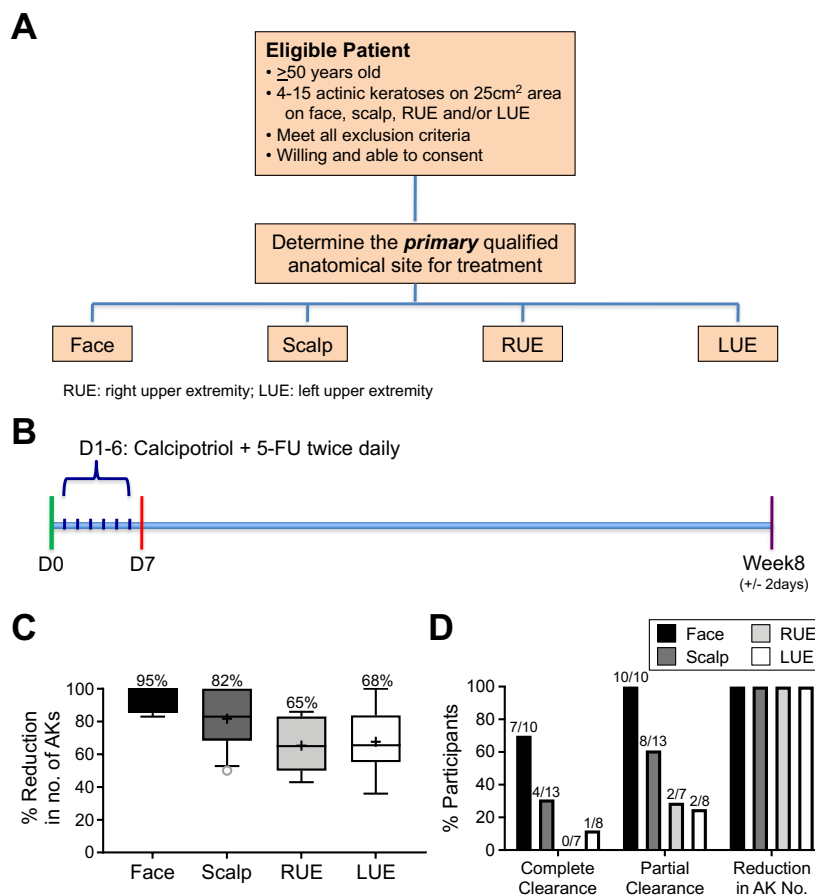

**Supplemental Figure 1. Summary of calcipotriol plus 5-FU immunotherapy open-label trial design and clinical outcomes.** (A) Schematic diagram of calcipotriol plus 5-FU open-label trial eligibility criteria and treated anatomical sites. RUE: right upper extremity, LUE: left upper extremity. (B) Schematic diagram of the timeline of the clinical visits and treatment. (C) % reduction in the number of AKs on the four anatomical sites treated with calcipotriol plus 5-FU at week 8 post-treatment. The average % reduction is listed on the graph. (D) % participants with complete (100%) and partial (> 75%) AK clearance on each of the four anatomical sites treated with calcipotriol plus 5-FU at week 8 post-treatment. The number of participants who showed complete and partial AK clearance per total participants for each anatomical site is listed on the graph.

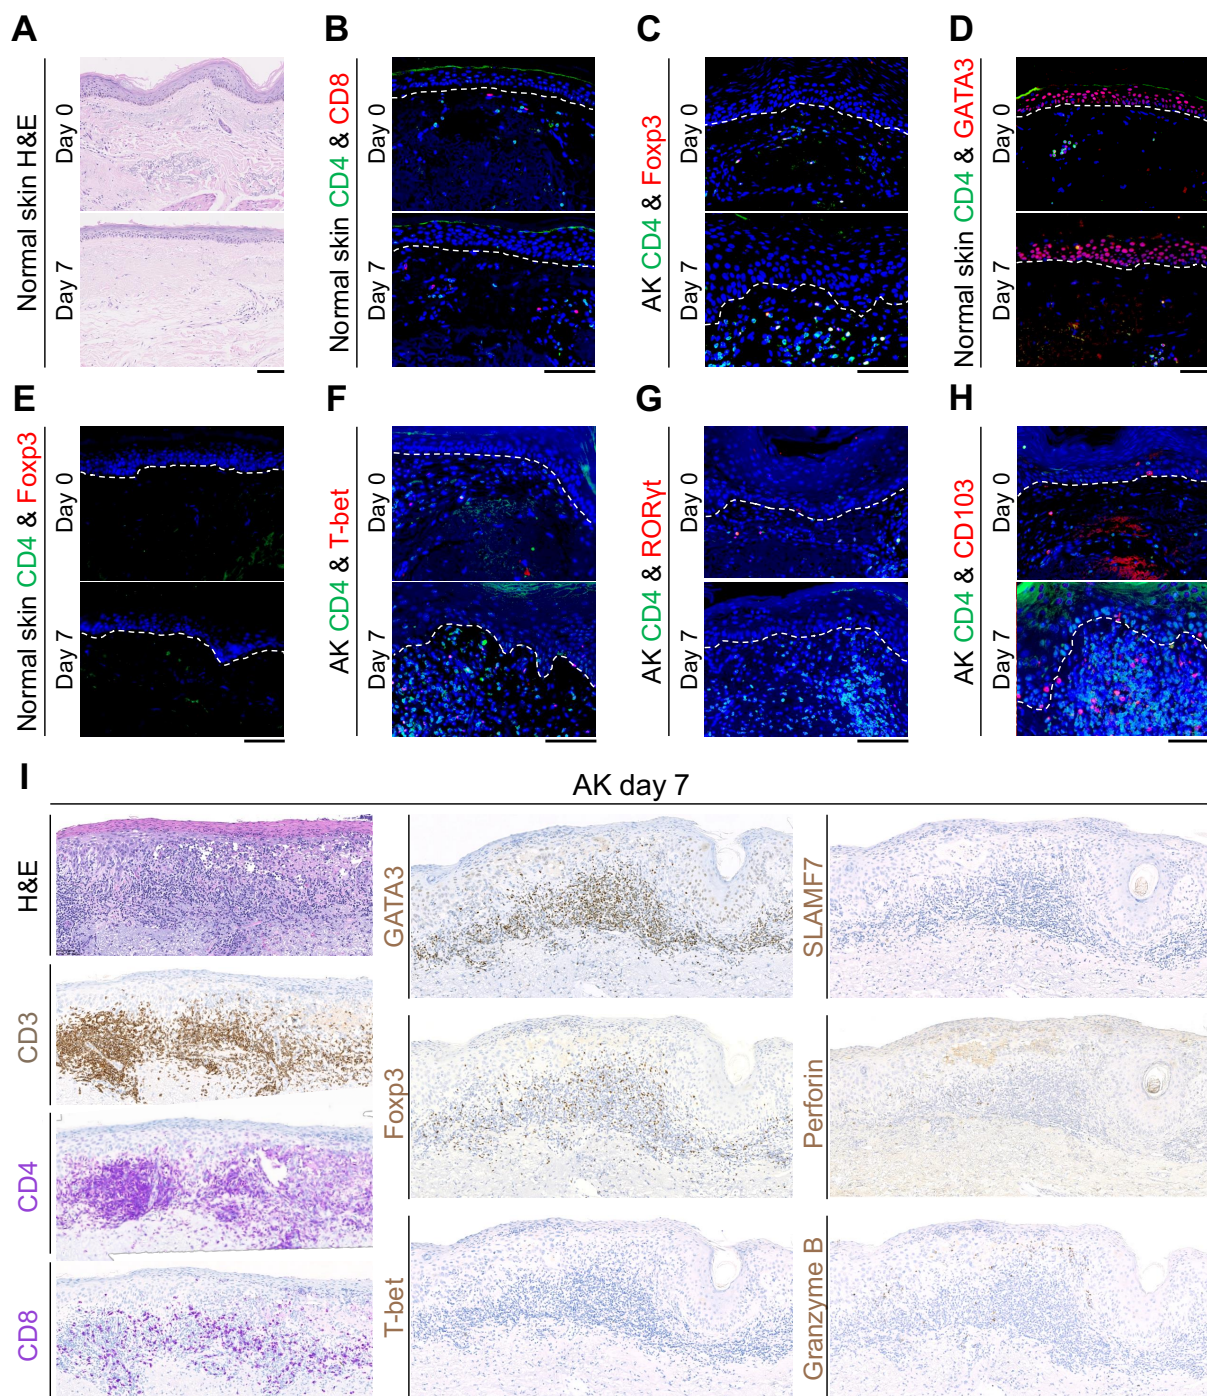

**Supplemental Figure 2. Calcipotriol plus 5-FU immunotherapy activates Th2 immunity in AKs.** (A) Representative H&E-stained normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. (B) Representative images of CD4/CD8-stained normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that CD4<sup>+</sup> and CD8<sup>+</sup> cells are CD3<sup>+</sup> T cells.

(C) Representative images of CD4/Foxp3-stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that Foxp3<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (D) Representative images of CD4/GATA3 stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that GATA3<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (E) Representative images of CD4/Foxp3-stained normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that Foxp3<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (F) Representative images of CD4/T-bet-stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that T-bet<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (G) Representative images of CD4/RORγt stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that RORγt<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (H) Representative images of CD4/CD103 stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Note that CD103<sup>+</sup>CD4<sup>+</sup> cells are CD3<sup>+</sup> T cells. (I) Representative images of H&E, CD3, CD4, CD8, GATA3, Foxp3, T-bet, signaling lymphocytic activation molecule family member 7 (SLAMF7), Perforin, and Granzyme B stained AKs after calcipotriol plus 5-FU treatment. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100 μm.

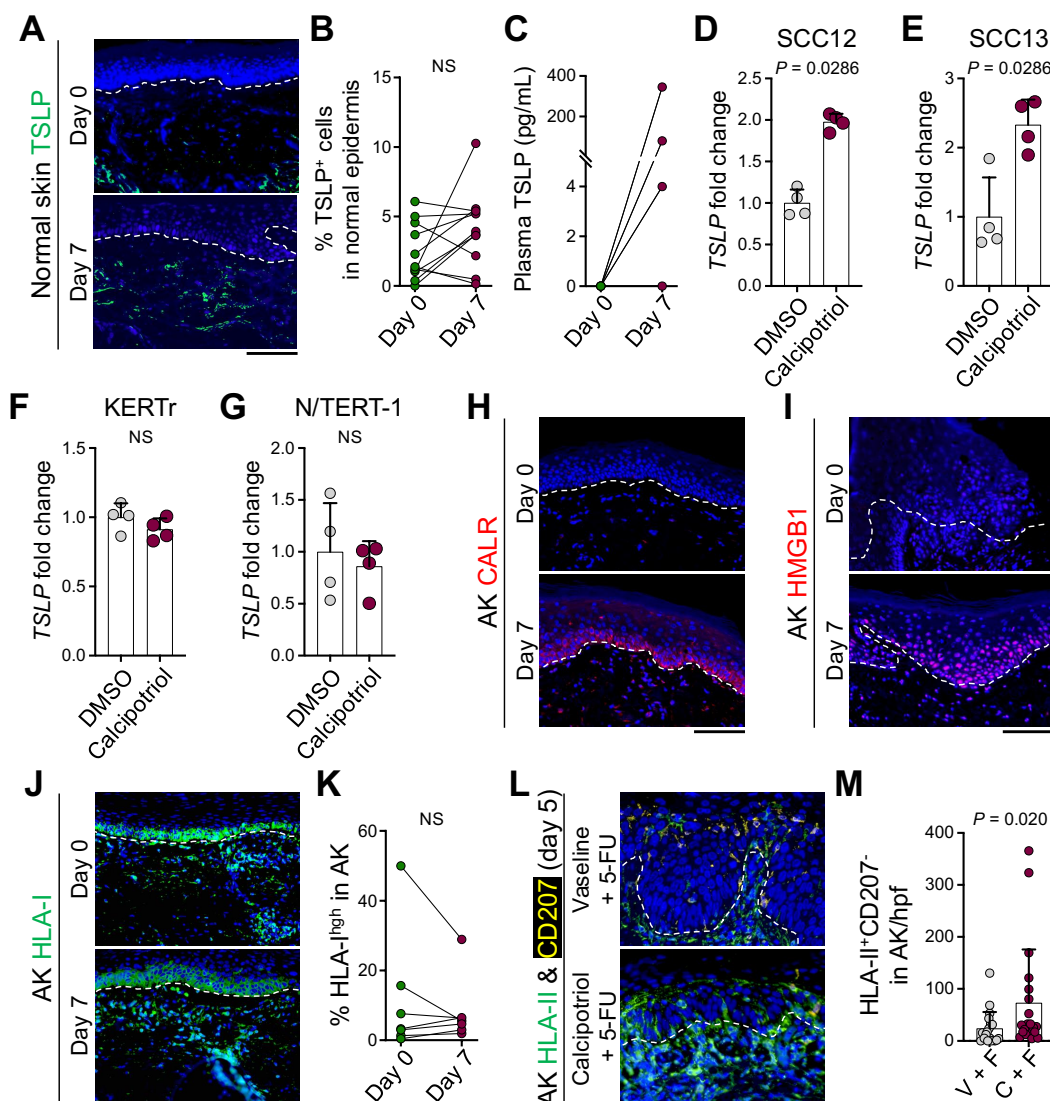

### Supplemental Figure 3. Calcipotriol plus 5-FU treatment heightens AK immunogenicity. (A)

Representative images of TSLP-stained normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. (B) Quantification of TSLP<sup>+</sup> keratinocytes as percent DAPI<sup>+</sup> epidermal cells in normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Each dot represents a sample ( $n = 10$  subjects at each timepoint, NS: not significant, paired  $t$  test). (C) Quantification of plasma TSLP levels before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Each dot represents a plasma sample ( $n = 4$  subjects at each time point). (D-G) Quantification of *TSLP* mRNA expression in SCC12 (D), SCC13 (E), KERTr (F), and N/TERT-1

(G) cells treated with 1  $\mu$ M calcipotriol for 24 hr. Each dot represents a biological replicate ( $n = 4$  in each group, NS: not significant, Mann-Whitney  $U$  test). **(H-J)** Representative images of CALR (H), HMGB1 (I), and HLA-I (J) stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. **(K)** Quantification of HLA-I<sup>high</sup> cells as percent DAPI<sup>+</sup> keratinocytes in AKs. Each dot represents an AK sample ( $n = 8$  subjects at each timepoint, NS: not significant, paired  $t$  test). **(L)** Representative images of HLA-II/CD207-stained AKs after Vaseline plus 5-FU versus calcipotriol plus 5-FU treatment. **(M)** Quantification of HLA-II<sup>+</sup>CD207<sup>-</sup> cells in AKs after Vaseline plus 5-FU (V + F) versus calcipotriol plus 5-FU (C + F) treatment. Each dot represents an AK sample ( $n = 20$  in each group, Mann-Whitney  $U$  test). Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100  $\mu$ m.

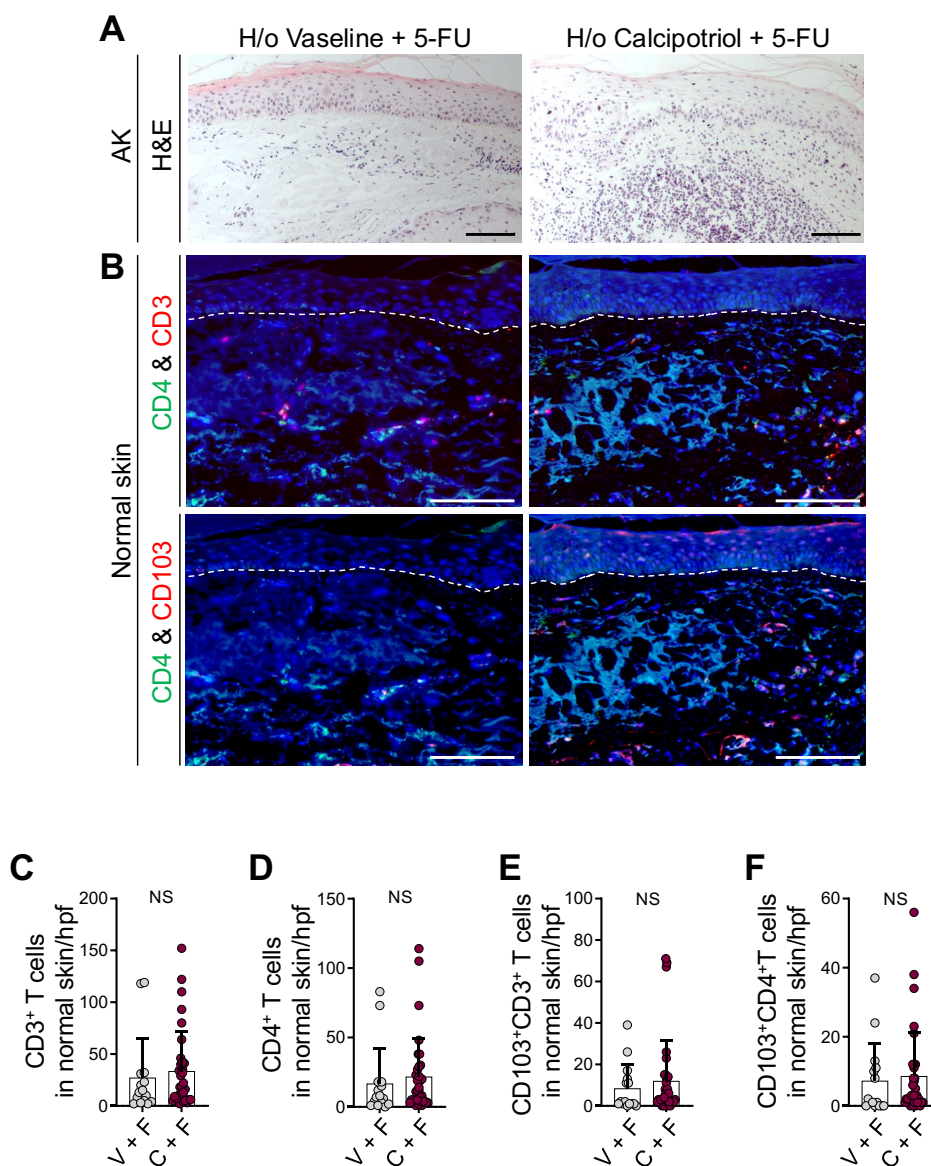

**Supplemental Figure 4. T cell immunity induced by calcipotriol plus 5-FU treatment does not leave elevated T cell infiltrate in the normal skin over 5 years after treatment. (A)** Representative image of H&E-stained AKs from participants with a history of (H/o) Vaseline plus 5-FU versus calcipotriol plus 5-FU treatment in the randomized clinical trial. **(B)** Representative images of CD4/CD3 and CD4/CD103 stained normal skin from participants with a history of treatment with Vaseline plus 5-FU versus calcipotriol plus 5-FU in the randomized clinical trial. **(C-F)** Quantification of CD3<sup>+</sup> T cells (C), CD4<sup>+</sup> T cells (D), CD3<sup>+</sup>CD103<sup>+</sup> T cells (E), and

CD103<sup>+</sup>CD4<sup>+</sup> T cells (F) in the normal skin from participants with a history of Vaseline plus 5-FU versus calcipotriol plus 5-FU treatment. Each dot represents cell counts from an hpf image. Three hpf images are included per sample ( $n = 5$  in Vaseline plus 5-FU group,  $n = 11$  in calcipotriol plus 5-FU group, NS: not significant, Mann-Whitney  $U$  test). Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100  $\mu\text{m}$ .

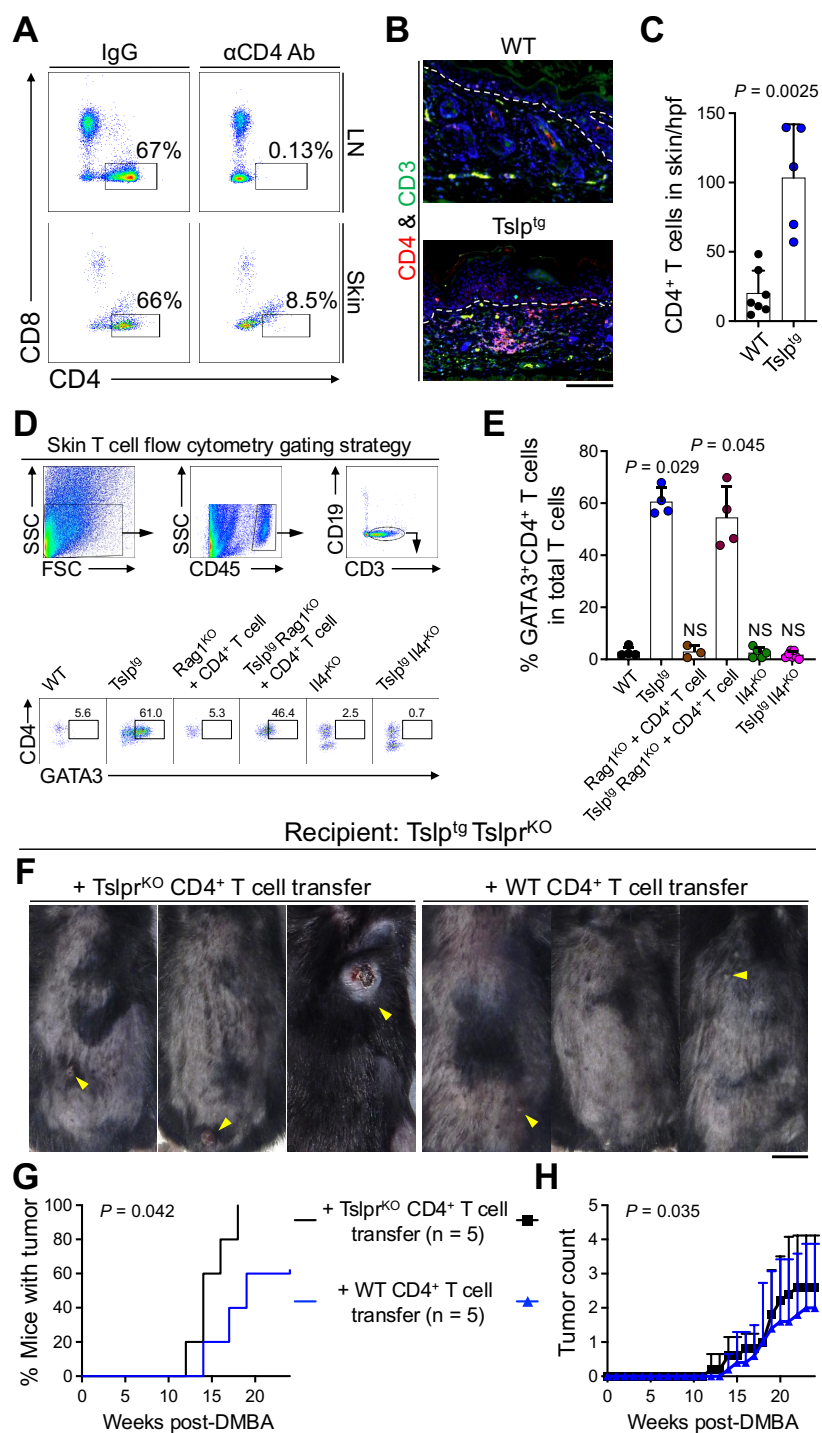

**Supplemental Figure 5. TSLP induction in keratinocytes prevents skin cancer development in a Th2 cell-dependent manner.** (A) Representative flow cytometry plots of CD4 and CD8 expression on CD45<sup>+</sup>CD3<sup>+</sup> T cells isolated from lymph nodes (LN) and skin after anti-CD4

antibody ( $\alpha$ CD4 Ab) treatment. **(B)** Representative images of CD4/CD3-stained back skin of WT and Tslp<sup>tg</sup> mice at week 19 post-DMBA (dashed lines mark the epidermal basement membrane, scale bar: 100  $\mu$ m). **(C)** Quantification of CD4<sup>+</sup> T cells in the back skin of WT and Tslp<sup>tg</sup> mice. Each dot represents a mouse (WT:  $n = 7$ , Tslp<sup>tg</sup>:  $n = 5$ , Mann-Whitney  $U$  test). **(D)** Representative flow cytometry plots demonstrating the gating strategy to identify CD3<sup>+</sup> T cells in back skin and representative flow cytometry plots of GATA3 and CD4 expression in CD3<sup>+</sup> T cells isolated from the back skin of mice at week 19 post-DMBA. **(E)** Quantification of GATA3<sup>+</sup>CD4<sup>+</sup> T cells per total T cells at week 19 post-DMBA in the back skin of mice with different genotypes. Each dot represents a mouse (WT:  $n = 4$ , Tslp<sup>tg</sup>:  $n = 4$ , Rag1<sup>KO</sup> + CD4:  $n = 3$ , Tslp<sup>tg</sup> Rag1<sup>KO</sup> + CD4:  $n = 4$ , Il4r<sup>KO</sup>:  $n = 5$ , Tslp<sup>tg</sup> Il4r<sup>KO</sup>:  $n = 7$ , NS: not significant, Kruskal-Wallis test with Dunn's multiple comparison test). **(F)** Representative photographs of the back skin of Tslp<sup>tg</sup> Tslpr<sup>KO</sup> mice that received Tslpr<sup>KO</sup> versus WT CD4<sup>+</sup> T cell transfer. Yellow arrows point to skin tumors (scale bar: 1 cm). **(G, H)** Time to tumor onset (G, log-rank test) and the number of tumors per mouse over time (H, two-way ANOVA with Dunnett's multiple comparison test) in Tslp<sup>tg</sup> Tslpr<sup>KO</sup> mice that received Tslpr<sup>KO</sup> versus WT CD4<sup>+</sup> T cells. Bar graphs show mean + SD.

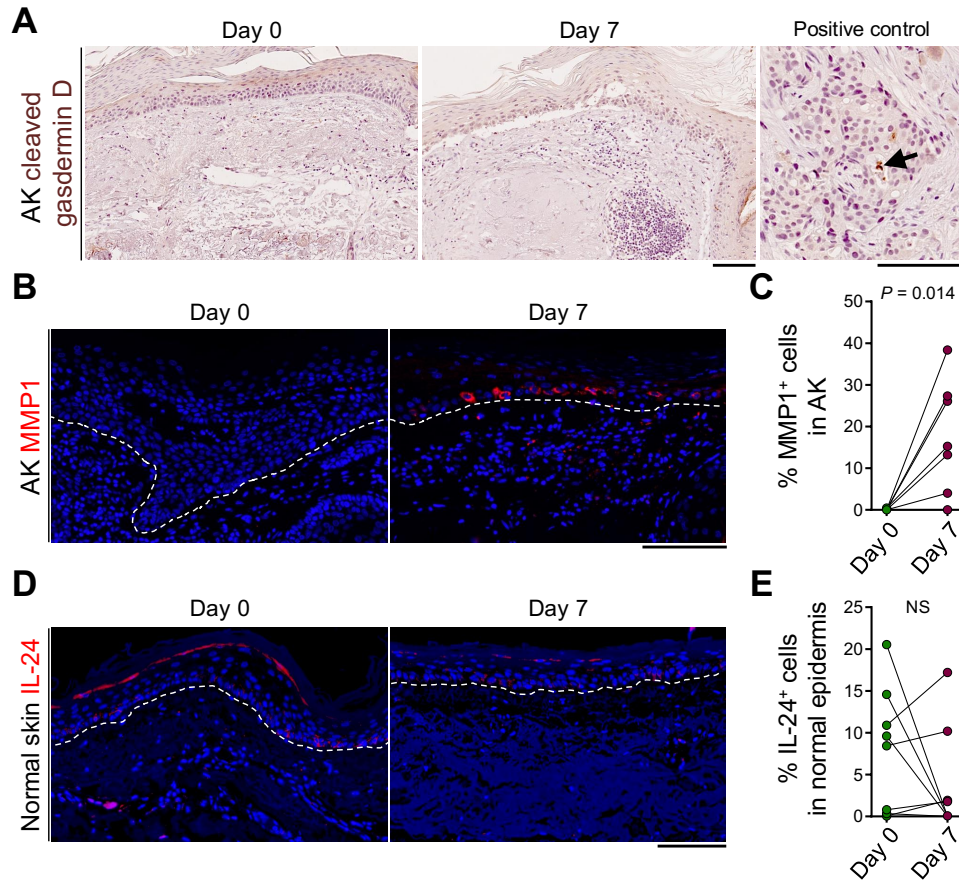

**Supplemental Figure 6. Calcipotriol plus 5-FU treatment induces MMP1 expression in AK keratinocytes.** (A) Representative images of cleaved gasdermin D-stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. The cleaved gasdermin D-stained breast cancer tissue section is shown as a positive control (the black arrow points to a cleaved gasdermin D<sup>+</sup> cell). (B) Representative images of MMP1-stained AKs before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. (C) Quantification of MMP1<sup>+</sup> cells per total DAPI<sup>+</sup> cells in AK before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Each dot represents an AK sample ( $n = 8$  subjects at each timepoint, paired  $t$  test). (D) Representative images of IL-24-stained normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. (E) Quantification of IL-24<sup>+</sup> cells per total DAPI<sup>+</sup> epidermal cells in normal skin before (day 0) and after (day 7) calcipotriol plus 5-FU treatment. Each dot represents a normal skin sample ( $n = 8$  subjects at each timepoint, NS:

not significant, paired  $t$  test). Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bars: 100  $\mu\text{m}$ .

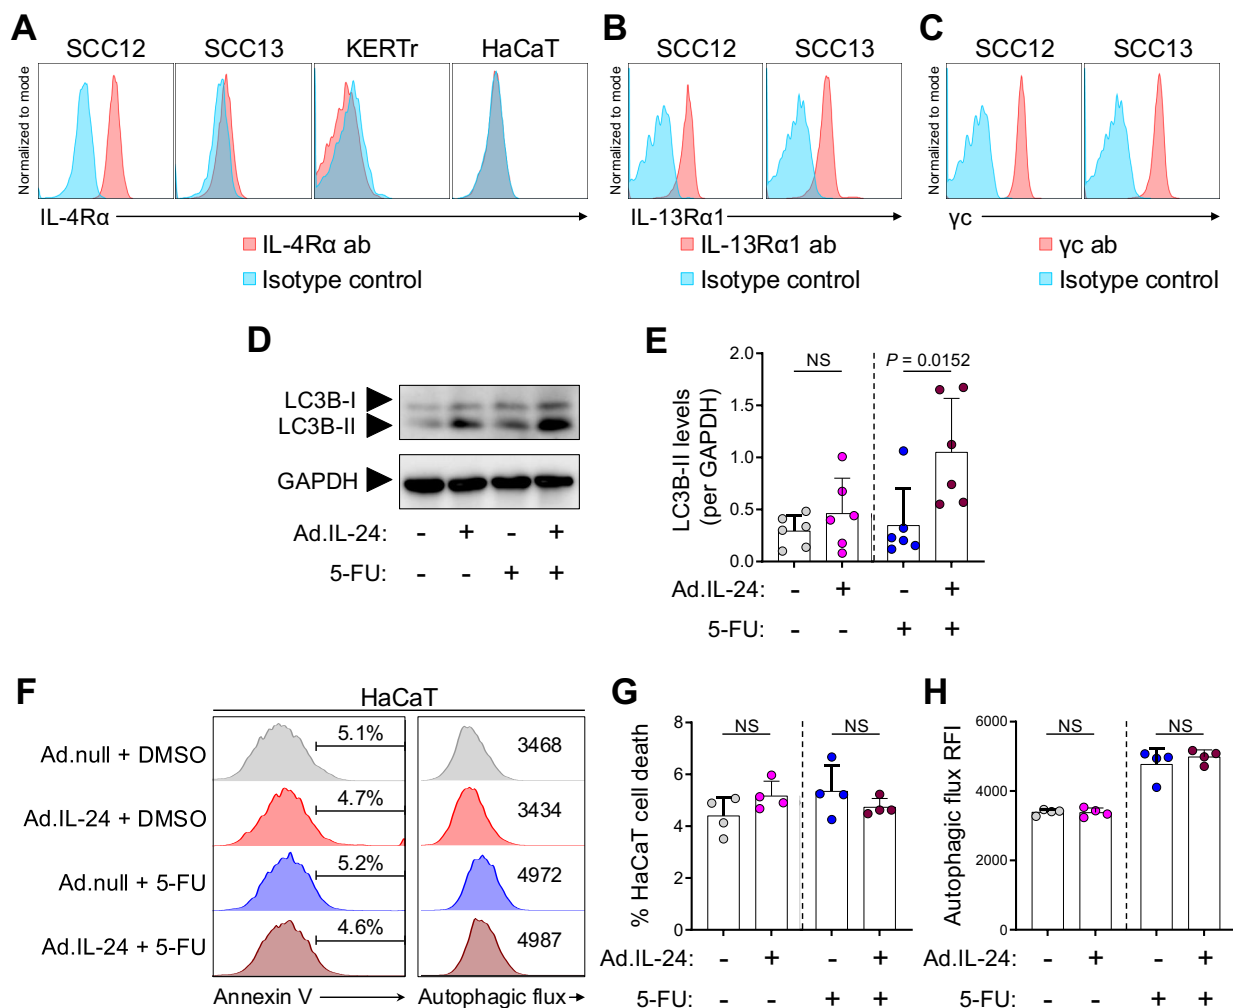

**Supplemental Figure 7. SCC cells express IL-4 receptor, and IL-24 causes cell death in a cancer-selective manner.** (A) Representative flow cytometry plots of IL-4 receptor  $\alpha$  on the surface of SCC and normal keratinocyte cell lines. (B, C) Representative flow cytometry plots of IL-13 receptor  $\alpha 1$  (B) and  $\gamma c$  receptor (C) on the surface of SCC cell lines. (D, E) Representative immunoblot of LC3B-I, LC3B-II, and GAPDH (D), and quantification of LC3B-II protein levels (E) in SCC12 cells infected with adenovirus vector overexpressing IL-24 (Ad.IL-24) and treated with 5-FU compared with control vector (Ad.null) and DMSO. GAPDH is used as the control housekeeping protein ( $n = 6$  in each group, NS: not significant, Mann-Whitney  $U$  test). (F-H) Representative flow cytometry histogram of annexin V and autophagic flux (F), and quantification of % cell death (G) and RFI of autophagic flux (H) on HaCaT cells infected with adenovirus type

5 vector expressing mda-7/IL-24 (Ad.IL-24) and treated with 5-FU compared with control vector (Ad.null) and DMSO ( $n = 4$  in each group, NS: not significant, Mann-Whitney  $U$  test). Bar graphs show mean + SD.

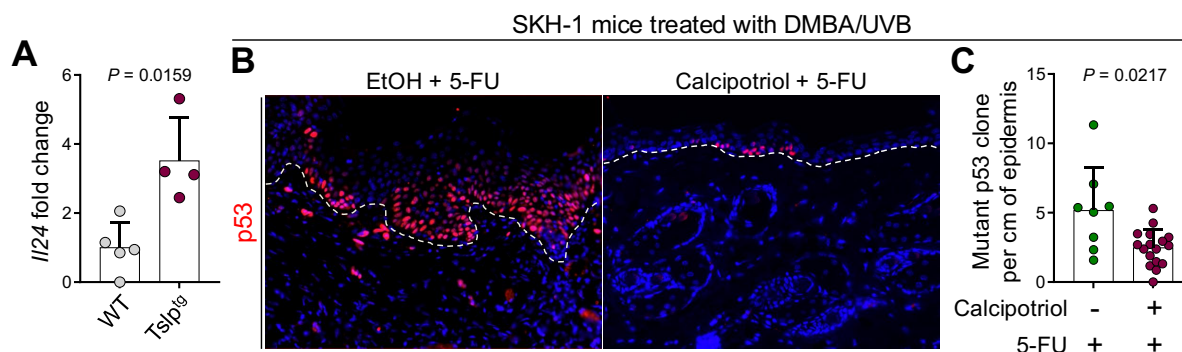

**Supplemental Figure 8. Calcipotriol plus 5-FU immunotherapy prevents premalignant p53 mutant clones.** (A) Quantification of *I/24* mRNA expression in the skin of WT and Tslp<sup>tg</sup> mice. Each dot represents a mouse (WT:  $n = 5$ , Tslp<sup>tg</sup>:  $n = 4$ , Mann-Whitney  $U$  test). (B) Representative images of p53-stained back skin of hairless immunocompetent SKH-1 mice treated with EtOH plus 5-FU versus calcipotriol plus 5-FU during DMBA/UVB skin carcinogenesis protocol at week 25 post-DMBA. Topical treatments were performed three times per week between week 15 and 18 post-DMBA. (C) Quantification of mutant p53 clones per cm of the epidermis in the back skin of SKH-1 mice treated with EtOH plus 5-FU or calcipotriol plus 5-FU at week 25 post-DMBA. Each dot represents a mouse (EtOH plus 5-FU:  $n = 8$ , calcipotriol plus 5-FU:  $n = 17$ , Mann-Whitney  $U$  test). Bar graphs show mean + SD. Dashed lines mark the epidermal basement membrane in immunofluorescence images. Scale bar: 100  $\mu$ m.

## Supplemental Tables

**Supplemental Table 1. The demographic of the participants in the calcipotriol plus 5-FU immunotherapy open-label trial.**

|                                                 | Calcipotriol plus 5-FU (n = 18) |
|-------------------------------------------------|---------------------------------|
| Gender, number of males, (% Males)              | 18 (100%)                       |
| Age, median, (range), year                      | 68.5 (57-85)                    |
| Anatomical sites treated <sup>#</sup> n (%)     |                                 |
| Face                                            | 10 (56%)                        |
| Scalp                                           | 13 (72%)                        |
| RUE                                             | 7 (39%)                         |
| LUE                                             | 8 (44%)                         |
| Baseline AK count, median (interquartile range) |                                 |
| Face                                            | 13 (10)                         |
| Scalp                                           | 23 (20)                         |
| RUE                                             | 21 (26)                         |
| LUE                                             | 14 (16)                         |

<sup>#</sup>: A given participant may be counted in more than one treated anatomical site.

**Supplemental Table 2. Genes upregulated in AKs after calcipotriol plus 5-FU treatment at day 5 compared with both before treatment (day 0) and after Vaseline plus 5-FU treatment at day 5.** The fold change shown is calculated based on the comparison with before treatment (day 0).

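Supplemental Table 2 holds 10 genes: *MMP1*, *MMP3*, *FTHL17*, *FAM127A*, *HP*, *APOBEC3A*, *SMIM3*, *PI15*, *IL24* and *DEFB4B*. Each had a higher mean log2 coverage after calcipotriol-plus–5-FU than in either reference group. At the threshold of the paper, 8 of the 10 passed in both comparisons. *FAM127A* passed against day 0, with a log2 fold change of 4.31 (standard error 1.36), but not against Vaseline-plus–5-FU (2.74, standard error 1.36). Replicate 3 of Vaseline-plus–5-FU day 5 had a coverage of 302 for this gene, and without that library the difference was 4.73 and passed. *DEFB4B* passed against Vaseline-plus–5-FU (4.45, standard error 1.67) but not against day 0 (3.38, standard error 1.67). Its change against day 0 ranged from 1.60 (without replicate 2 of calcipotriol-plus–5-FU day 0) to 4.45 with each library left out. With the replicate block, *DEFB4B* passed in both. That block pairs the libraries of a participant within an arm, but between the arms it shares only a number. Against Vaseline-plus–5-FU, *FTHL17* (2.28), *PI15* (2.72) and *DEFB4B* no longer passed without replicate 3 of Vaseline-plus–5-FU day 5 (1.65, 1.78 and 2.48), and 7 of the 10 genes then passed in both comparisons. *FTHL17* also failed to pass with only the 6 samples compared, without replicate 2 (1.86) or 3 (1.95) of calcipotriol-plus–5-FU day 5 and without replicate 2 of Vaseline-plus–5-FU day 5 (1.94), *PI15* with a pseudocount of 0.1, *DEFB4B* without replicate 1 (4.12) or 3 (3.91) of calcipotriol-plus–5-FU day 5, and *APOBEC3A* (2.74) without replicate 3 of calcipotriol-plus–5-FU day 5 (2.08).

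*FTHL17* was listed at 0 in all 3 libraries of day 0, so no fold change is given against it. Its scaled coverage was 13.3 ± 8.86 (SD, n = 3) after calcipotriol-plus–5-FU and 2.95 ± 4.71 (SD, n = 3) after Vaseline-plus–5-FU. The log2 fold changes against day 0 of the other genes were 4.07 for *HP*, 3.80 for *APOBEC3A*, 3.20 for *SMIM3* and 3.01 for *PI15*. Their standard errors were 0.965, 0.901, 1.34 and 0.908. *SMIM3* no longer passed against day 0 with a pseudocount of 0.1, nor when replicate 1 or 2 of day 0 or replicate 2 or 3 of calcipotriol-plus–5-FU day 5 was left out (2.41 to 3.01). Adjusted over the list alone, 9 of the 10 genes had a limma p value below 0.05 against day 0 and 9 against Vaseline-plus–5-FU. Over the alternatives set in the design, it was 7 to 10 genes against day 0 and 2 to 9 against Vaseline-plus–5-FU, where only *MMP1* and *MMP3* were left without replicate 3 of calcipotriol-plus–5-FU day 5. That is not independent evidence, since the study chose the list on these samples. Reads of several of these genes could be shared with close relatives. Of the 50-base stretches in the transcripts of *DEFB4B*, 82.6% also occur in *DEFB4A*, and the share is 14.2% for *APOBEC3A* with *APOBEC3B*, 11.2% for *HP* with *HPR* and 7.68% for *FAM127A* with *FAM127B* and *FAM127C*. It is 0 for *MMP1* with *MMP3* and *MMP10*, 3.18% for *MMP3* with *MMP1* and *MMP10*, and 0 for *IL24* with *IL20* and *IL19*.

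In all, 104 genes were upregulated in both comparisons. Independent lists would share 12.5 genes. The comparisons have the day 5 calcipotriol-plus–5-FU libraries in common. Simulated groups without any change that shared libraries in this way gave a median of 17.5 shared genes, with 104 or more in 28 of 100 draws. The draws spread widely, with a 95th percentile of 746.9 and a highest value of 3551. They therefore cannot decide whether the overlap exceeds chance. Ordered by log2 fold change against day 0, 7 of the genes of the table were among the first 10 of the 104, *FTHL17* among them with a place that is set by the pseudocount. *MMP10*, which is outside the table, held place 3, and *IL24* held place 11. *MMP10* (2.89 against Vaseline-plus–5-FU) was not in both with a pseudocount of 0.1, nor without replicate 3 of calcipotriol-plus–5-FU day 5 (1.42) or replicate 1 (2.74) or 2 (2.82) of Vaseline-plus–5-FU day 5. With a pseudocount of 0.1, 69 of the 104 remained and no others joined. Without replicate 3 of Vaseline-plus–5-FU day 5, 75 of the 104 remained and made up 37.1% of the genes then upregulated in both.

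**Figure D3:**
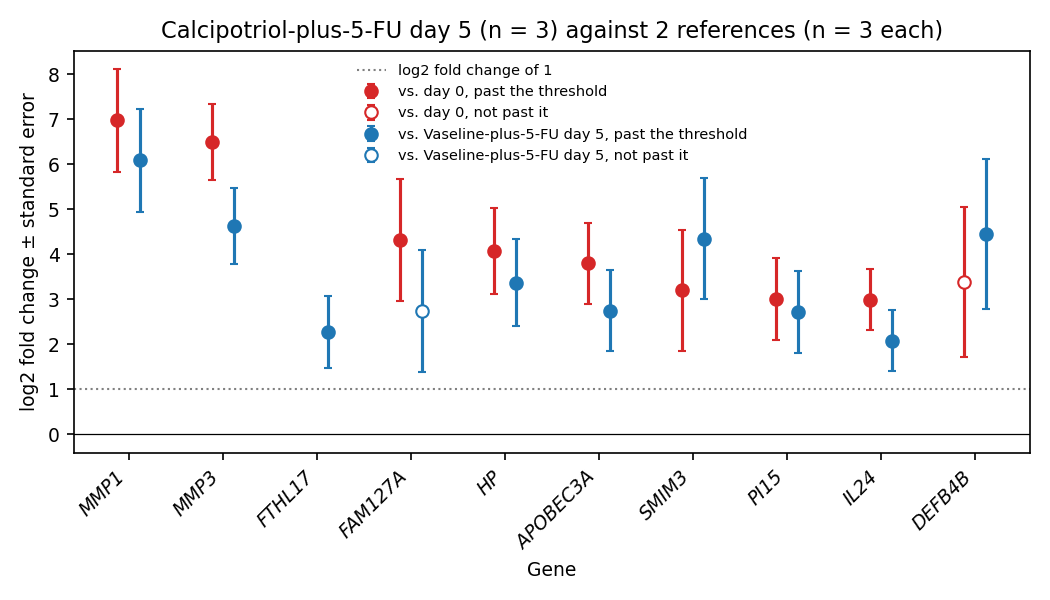
Log2 fold change ± standard error of the 10 genes in the calcipotriol-plus–5-FU day 5 libraries (n = 3) against day 0 (n = 3) and against Vaseline-plus–5-FU day 5 (n = 3); filled symbols pass the threshold, and the dotted line marks a log2 fold change of 1. *FTHL17* has no symbol against day 0, and the open symbols are *FAM127A* at 2.74 against Vaseline-plus–5-FU and *DEFB4B* at 3.38 against day 0.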

| Gene name | Fold change (log2) |
|-----------|--------------------|
| MMP1      | 7.09               |
| MMP3      | 6.96               |
| FTHL17    | 4.53               |
| FAM127A   | 4.44               |
| HP        | 4.25               |
| APOBEC3A  | 3.99               |
| SMIM3     | 3.53               |
| PI15      | 3.49               |
| IL24      | 3.46               |
| DEFB4B    | 3.46               |

**Supplemental Table 3. Key resources list.**

| REAGENT or RESOURCE                             | SOURCE                    | IDENTIFIER                           |
|-------------------------------------------------|---------------------------|--------------------------------------|
| Histology antibodies (Human primary antibodies) |                           |                                      |
| CD3                                             | Abcam                     | Cat#ab11089;<br>RRID: AB_2889189     |
| CD4                                             | Thermo Fisher Scientific  | Cat# MA1-39582;<br>RRID: AB_10986805 |
| CD8                                             | Cell Signaling Technology | Cat#70306;<br>RRID: AB_2799781       |
| CD103                                           | Abcam                     | Cat# ab129202;<br>RRID: AB_11142856  |
| CD207                                           | Novus Biologicals         | Cat# DDX0362P;<br>RRID: AB_2892751   |
| HLA-DP, DQ, DR (HLA-II)                         | Dako                      | Cat# M0775;<br>RRID:AB_2313661       |
| HLA Class 1 ABC                                 | Abcam                     | Cat#ab70328;<br>RRID: AB_1269092     |
| GATA3                                           | BioCare Medical           | Cat#CM405A;<br>RRID:AB_10895444      |
| RORyt                                           | BioCare Medical           | Cat# 3208;<br>RRID:AB_2924308        |
| T-bet                                           | Cell Marque               | Cat# 368R-7;<br>RRID:N/A             |
| Foxp3                                           | eBioscience               | Cat#14-4776;<br>RRID:AB_2865086      |
| SLAMF7                                          | BioLegend                 | Cat#331802;<br>RRID:AB_961330        |
| Perforin                                        | R&D Systems               | Cat# MAB8011;<br>RRID:N/A            |
| Granzyme B                                      | Cell Signaling Technology | Cat# 46890;<br>RRID:AB_2799313       |
| TSLP                                            | Abcam                     | Cat# ab47943;<br>RRID:AB_883272      |
| ANXA1                                           | Cell Signaling Technology | Cat# 32934;<br>RRID:AB_2799031       |
| CALR                                            | Cell Signaling Technology | Cat# 12238;<br>RRID:AB_2688013       |
| HMGB1                                           | Cell Signaling Technology | Cat# 6893;<br>RRID:AB_10827882       |
| Cleaved caspase 7                               | Cell Signaling Technology | Cat# 8438;<br>RRID:AB_11178377       |
| Cleaved caspase 3                               | Cell Signaling Technology | Cat# 9664;<br>RRID:AB_2070042        |
| LC3B                                            | Cell Signaling Technology | Cat# 3868;<br>RRID:AB_2137707        |
| IL-24                                           | Abcam                     | Cat# ab115207;<br>RRID:AB_10862303   |

|                                                                                        |                           |                                   |
|----------------------------------------------------------------------------------------|---------------------------|-----------------------------------|
| Cleaved gasdermin D                                                                    | Cell Signaling Technology | Cat# 36425;<br>RRID:AB_2799099    |
| MMP1                                                                                   | Abcam                     | Cat# ab137332;<br>RRID:AB_2889296 |
| Histology antibodies (Mouse primary antibodies)                                        |                           |                                   |
| CD3                                                                                    | Abcam                     | Cat#ab11089;<br>RRID: AB_2889189  |
| CD4                                                                                    | Abcam                     | Cat#ab183685;<br>RRID: AB_2686917 |
| p53                                                                                    | Leica                     | Cat# P53-CM5P;<br>RRID:AB_2744683 |
| Histology antibodies (secondary antibodies)                                            |                           |                                   |
| Goat anti Mouse IgG (H+L), Multi-Species SP ads-AF488                                  | SouthernBiotech           | Cat# 1038-30;<br>RRID: AB_2794366 |
| Goat anti Rabbit IgG (H+L) Antibody, Alexa Fluor 568                                   | Abcam                     | Cat# ab175471;<br>RRID:AB_2576207 |
| Goat anti Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 647 | Thermo Fisher Scientific  | Cat# A48265;<br>RRID:AB_2895299   |
| Goat anti Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488   | Thermo Fisher Scientific  | Cat# A11034;<br>RRID: AB_2576217  |
| Flow cytometry antibodies                                                              |                           |                                   |
| Mouse CD45 (BV605)                                                                     | BioLegend                 | Cat#103155;<br>RRID:AB_2650656    |
| Mouse CD3 (APC-Cy7)                                                                    | BioLegend                 | Cat#100330;<br>RRID:AB_1877171    |
| Mouse CD19 (PE-Cy7)                                                                    | Thermo Fisher Scientific  | Cat#25-0193-82;<br>RRID:AB_657663 |
| Mouse CD4 (PerCP-Cy5.5)                                                                | BioLegend                 | Cat#100434;<br>RRID:AB_893330     |
| Mouse CD8 (BUV395)                                                                     | BD Biosciences            | Cat#740268;<br>RRID:AB_2687927    |
| Mouse GATA3 (BV421)                                                                    | BioLegend                 | Cat#653814;<br>RRID:AB_2563221    |
| Human IL-4 $\alpha$ (CD124) (PE)                                                       | BioLegend                 | Cat#355003;<br>RRID: AB_11219385  |
| Human IL-13 $\alpha$ 1 (CD213a1) (APC)                                                 | BioLegend                 | Cat#360405;<br>RRID: AB_2562625   |
| Human Common $\gamma$ chain (CD132) (APC)                                              | BioLegend                 | Cat#338607;<br>RRID: AB_2123585   |
| Bacterial and virus strains                                                            |                           |                                   |
| Ad.IL-24 (Ad.mda-7)                                                                    | N/A                       |                                   |
| Ad.null                                                                                | N/A                       |                                   |
| Chemicals, peptides, and recombinant proteins                                          |                           |                                   |
| In vitro reagents                                                                      |                           |                                   |
| Calcipotriol                                                                           | Sigma-Aldrich             | Cat#C4369                         |
| 5-FU                                                                                   | Sigma-Aldrich             | Cat#F6627                         |
| Recombinant human IL-4                                                                 | BioLegend                 | Cat#574004                        |

|                                           |                                      |                                   |
|-------------------------------------------|--------------------------------------|-----------------------------------|
| Recombinant human IL-13                   | BioLegend                            | Cat#571102                        |
| 3-Methyladenine, autophagy inhibitor      | Sigma-Aldrich                        | Cat#M9281                         |
| DMEM                                      | Thermo Fisher Scientific             | Cat#11-965-118                    |
| Keratinocyte SFM                          | Thermo Fisher Scientific             | Cat#17005-042                     |
| In vivo reagents                          |                                      |                                   |
| 7,12-dimethylbenz(a)anthracene            | Sigma-Aldrich                        | Cat#D3254-1G                      |
| Phorbol 12-myristate 13-acetate           | Sigma-Aldrich                        | Cat#P8139-25MG                    |
| Anti-CD4 Rat Monoclonal Antibody          | Bio X Cell                           | Cat#BE0003-1;<br>RRID: AB_1107636 |
| Rat immunoglobulin                        | Sigma-Aldrich                        | Cat#I4131-100MG                   |
| Calcipotriol                              | Sigma-Aldrich                        | Cat#C4369                         |
| Fluorouracil Topical Cream USP, 5%        | Taro Pharmaceutical Industries, Ltd. | Cat# FLUOROURACIL CREAM USP       |
| Histology reagents                        |                                      |                                   |
| Paraformaldehyde                          | Sigma-Aldrich                        | Cat#P6148                         |
| Triton-X                                  | Thermo Fisher Scientific             | Cat#BP151                         |
| Citrate-Based Antigen Unmasking Solution  | Vector Laboratories                  | Cat#H-3300-250                    |
| Tris-Based Antigen Unmasking Solution     | Vector Laboratories                  | Cat#H-3301-250                    |
| Tween 20                                  | Sigma-Aldrich                        | Cat#P1379                         |
| Normal goat serum                         | Sigma-Aldrich                        | Cat#G9023                         |
| Bovine serum albumin                      | Thermo Fisher Scientific             | Cat#BP1600                        |
| DAPI                                      | Invitrogen                           | Cat#D3571                         |
| Fluoroshield histology mounting medium    | Sigma-Aldrich                        | F6182-20ML                        |
| Cytoseal XYL                              | Thermo Fisher Scientific             | Cat#8312-4                        |
| Opal 4-Color IHC Kit                      | PerkinElmer                          | Cat#NEL820001KT                   |
| Hematoxylin                               | Sigma-Aldrich                        | Cat#GHS132-1L                     |
| Eosin                                     | Leica Biosystems                     | Cat#380619                        |
| Formaldehyde                              | MillioporeSigma                      | Cat#F8775                         |
| Flow cytometry reagents                   |                                      |                                   |
| Collagenase IV                            | Worthington Biochemical              | Cat#LS004188                      |
| MojoSort Mouse CD4 T cell isolation Kit   | BioLegend                            | Cat#480033                        |
| Annexin V Apoptosis Detection Kit with PI | BioLegend                            | Cat#640914                        |
| CYTO-ID Autophagy detection kit           | Enzo Biochem                         | Cat#ENZ-KIT175-0200               |
| Newborn calf serum                        | Thermo Fisher Scientific             | Cat#26010074                      |
| Sodium azide                              | Sigma-Aldrich                        | Cat#S2002-100G                    |
| Intracellular staining Perm Wash Buffer   | BioLegend                            | Cat#421002                        |
| Fixation Buffer                           | BioLegend                            | Cat#420801                        |
| Zombie NIR Fixable Viability Kit          | BioLegend                            | Cat#423106                        |
| Propidium iodide                          | Sigma-Aldrich                        | Cat#P4864-10ml                    |

|                                        |                          |                                                                                                                                                                                                                                           |
|----------------------------------------|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Quantitative PCR reagents              |                          |                                                                                                                                                                                                                                           |
| SuperScripts III Reverse Transcriptase | Thermo Fisher Scientific | Cat#18080085                                                                                                                                                                                                                              |
| dNTP mixture                           | Bio Basic                | Cat#DD0056                                                                                                                                                                                                                                |
| RNasin Ribonuclease Inhibitor          | Promega                  | Cat#PR-N2515                                                                                                                                                                                                                              |
| Random Primers                         | Life Technologies        | Cat#48190011                                                                                                                                                                                                                              |
| iTaq Universal SYBR green supermix     | Bio-Rad Laboratories     | Cat#1725121                                                                                                                                                                                                                               |
| ELISA kit                              |                          |                                                                                                                                                                                                                                           |
| Human TSLP ELISA kit                   | R&D Systems              | Cat#DTSLP0                                                                                                                                                                                                                                |
| Critical commercial assays             |                          |                                                                                                                                                                                                                                           |
| Quick-DNA/RNA Microprep Plus Kit       | Zymo Research            | Cat#D7005                                                                                                                                                                                                                                 |
| Quick-RNA Purification Kit, Miniprep   | Zymo Research            | Cat#R1055                                                                                                                                                                                                                                 |
| Deposited data                         |                          |                                                                                                                                                                                                                                           |
| RNA Sequencing datasets                | This paper               | Available at NCBI accession #GSE255479                                                                                                                                                                                                    |
| Experimental models: Cell lines        |                          |                                                                                                                                                                                                                                           |
| KERTr                                  | ATCC                     | Cat#CRL-2309                                                                                                                                                                                                                              |
| HaCaT                                  | N/A                      |                                                                                                                                                                                                                                           |
| SCC12                                  | N/A                      |                                                                                                                                                                                                                                           |
| SCC13                                  | N/A                      |                                                                                                                                                                                                                                           |
| UW-BCC1                                | N/A                      |                                                                                                                                                                                                                                           |
| N/TERT-1                               | N/A                      |                                                                                                                                                                                                                                           |
| Software and algorithms                |                          |                                                                                                                                                                                                                                           |
| Zen Blue 3                             | Zeiss                    | <a href="https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html">https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html</a>                                                                                   |
| NDP.View2                              | Hamamatsu Photonics      | <a href="https://www.hamamatsu.com/jp/en/product/life-science-and-medical-systems/digital-slide-scanner/U12388-01.html">https://www.hamamatsu.com/jp/en/product/life-science-and-medical-systems/digital-slide-scanner/U12388-01.html</a> |
| FlowJo 10                              | BD Bioscience            | <a href="https://www.flowjo.com">https://www.flowjo.com</a>                                                                                                                                                                               |
| Prism 10                               | GraphPad                 | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                                                                                                                     |
| Biorender                              | Biorender                | <a href="https://biorender.com/">https://biorender.com/</a>                                                                                                                                                                               |
| Halo AI                                | Indica Labs              | <a href="https://indicalab.com/halo-ai/">https://indicalab.com/halo-ai/</a>                                                                                                                                                               |
| Equipment                              |                          |                                                                                                                                                                                                                                           |
| Zeiss Axio Observer Z1                 | Zeiss                    | N/A                                                                                                                                                                                                                                       |
| Zeiss Axio Scan.Z1                     | Zeiss                    | N/A                                                                                                                                                                                                                                       |
| LSRFortessa X-20                       | BD Bioscience            | N/A                                                                                                                                                                                                                                       |
| QuantStudio 3/5                        | Thermo Fisher Scientific | N/A                                                                                                                                                                                                                                       |

|                               |                                 |             |
|-------------------------------|---------------------------------|-------------|
| UVP XX-Series Bench Lamp 115V | ThermoFisher Scientific         | UVP95004208 |
| Hand-Held Light Meter         | InternationalLight Technologies | ILT2400     |
| C1000 Touch Thermal Cycler    | Bio-Rad                         | N/A         |
| NanoDrop spectrophotometer    | NanoDrop Technologies           | ND-1000     |

| PCR primers for quantitative PCR |                    |                                |                             |
|----------------------------------|--------------------|--------------------------------|-----------------------------|
| Target gene                      | Forward or Reverse | Sequence                       | Source                      |
| Human GAPDH                      | Forward            | AATCCCATCACCATCTTCCA           | Integrated DNA Technologies |
| Human GAPDH                      | Reverse            | TGGACTCCACGACGTACTCA           | Integrated DNA Technologies |
| Human TSLP                       | Forward            | CCCAGGCTATTCGGAAGCTCAG         | Integrated DNA Technologies |
| Human TSLP                       | Reverse            | CGCCACAATCCTTGTAATTGTG         | Integrated DNA Technologies |
| Human IL24                       | Forward            | CAGGCGGTTTCTGCTATTCC           | Integrated DNA Technologies |
| Human IL24                       | Reverse            | CATCCAGGTCAGAAGAATGTCC         | Integrated DNA Technologies |
| Mouse Gapdh                      | Forward            | AATGTGTCCGTCGTGGATCTGA         | Integrated DNA Technologies |
| Mouse Gapdh                      | Reverse            | GATGCCTGCTTCACCACCTTCT         | Integrated DNA Technologies |
| Mouse Tslp                       | Forward            | CCAGGCTACCCTGAAACTGA           | Integrated DNA Technologies |
| Mouse Tslp                       | Reverse            | TCTGGAGATTGCATGAAGGA           | Integrated DNA Technologies |
| Mouse Il24                       | Forward            | CAATTCCATGCTTCCCATTAGTG        | Integrated DNA Technologies |
| Mouse Il24                       | Reverse            | ATTCTGTCATCCAGGTCAGGAG         | Integrated DNA Technologies |
| PCR primers for Genotyping       |                    |                                |                             |
| Tslp <sup>tg</sup>               | Forward            | TGATGGTGTGAGCAGGAGAG           | Integrated DNA Technologies |
| Tslp <sup>tg</sup>               | Reverse            | TGTTTTGGACTTCTTGTCATTTCCTGAG   | Integrated DNA Technologies |
| Rag1 <sup>KO</sup>               | Forward            | CCGCTTCCATTGCTCAGCGG           | Integrated DNA Technologies |
| Rag1 <sup>KO</sup>               | Reverse            | CACGTTCTGTGAACCATGCTCTATC      | Integrated DNA Technologies |
| Rag1 <sup>WT</sup>               | Forward            | CCAGTAGATACCATTGCGAAGAGG       | Integrated DNA Technologies |
| Rag1 <sup>WT</sup>               | Reverse            | CACGTTCTGTGAACCATGCTCTATC      | Integrated DNA Technologies |
| Il4r <sup>KO</sup>               | Forward            | GGTTGCAGGGAACAGCCCAGAAAAGTGAAG | Integrated DNA Technologies |
| Il4r <sup>KO</sup>               | Reverse            | CCAGACTGCCTTGGGAAAAG           | Integrated DNA Technologies |

|                     |         |                                 |                             |
|---------------------|---------|---------------------------------|-----------------------------|
| Il4r <sup>WT</sup>  | Forward | GGTTGCAGGGAACAGCCCAGAAAAGTGAAG  | Integrated DNA Technologies |
| Il4r <sup>WT</sup>  | Reverse | TCCTCTGTGGGCTCAGAGTGACCATGAGAA  | Integrated DNA Technologies |
| Tslpr <sup>KO</sup> | Forward | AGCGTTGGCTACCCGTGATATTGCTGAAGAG | Integrated DNA Technologies |
| Tslpr <sup>KO</sup> | Reverse | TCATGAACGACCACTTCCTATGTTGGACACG | Integrated DNA Technologies |
| Tslpr <sup>WT</sup> | Forward | TGAACCAGTCATGGTCTGGGATGATCTTGC  | Integrated DNA Technologies |
| Tslpr <sup>WT</sup> | Reverse | ATACCCCAAGATACGCCCATACCCTAAGAC  | Integrated DNA Technologies |
| Il24 <sup>KO</sup>  | Forward | GAGCCAGATCACAGGAAGTGAGG         | Integrated DNA Technologies |
| Il24 <sup>KO</sup>  | Reverse | ACTTGCTTTAAAAAACCTCCCACA        | Integrated DNA Technologies |
| Il24 <sup>WT</sup>  | Forward | AAGAAGCCCCTGTGTGGTGTAGC         | Integrated DNA Technologies |
| Il24 <sup>WT</sup>  | Reverse | GGAAATAAACTTTTCAGCCTTAAGAGC     | Integrated DNA Technologies |

How the deposited data were processed for this re-analysis (not part of the article)

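Gene expression was measured by RNA-seq in 12 AK biopsy samples of 6 participants, 3 per arm. Samples were taken at day 0 and at day 5 in either arm. Samples were assigned to groups from the sample labels and the paper, and each column of the table matched 1 sample. The authors isolated RNA, aligned reads to hg19 with STAR, and assembled and quantified transcripts with StringTie and Ballgown. The values the authors deposited are read coverage per base, a signal that is divided by gene length by its construction. They are not counts, and coverage was not scaled to depth. The paper's text does not name the annotation release, a filter on genes, or the scaling before limma. It states that batch effects among biological replicates were corrected with limma functions, and it names no batch. No batch is given in the labels, so none was modelled.

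The design fixed before the data were examined foresaw a count test or, for coverage, limma on log2(scaled value + 1). Because the values are coverage, the second was used, and the alternatives planned for counts did not apply. Each library was scaled by its median ratio to the geometric mean of the rows above 0 in every library. Rows with a coverage of at least 1 in at least 3 libraries were kept, 20827 of 46688. The fit used limma 3.58.1 in R 4.3.3 with the 4 groups in a single model and moderated variances with a trend. The 5 comparisons were day 5 against day 0 of calcipotriol-plus–5-FU, calcipotriol-plus–5-FU against Vaseline-plus–5-FU at day 5, day 5 against day 0 of Vaseline-plus–5-FU, the difference of these changes between the arms, and the arms at day 0. Where 1470 rows shared a gene name, the Ensembl identifier was added to the name. Coordinates are those of GRCh37, the build named hg19 in the paper, from an annotation lifted to that build, matched by Ensembl identifier.

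The genes named were those of Supplemental Table 2, the genes of the proteins the paper stained or measured, the *MMP* genes of 11q22, the *IL10* family genes of 1q32, the IL-24 receptor genes, *CYP24A1* and *CDKN1A*. To these were added, for each comparison, the 5 largest rises and the 5 largest falls that went the same way in every participant or pair of libraries. Genes named outside it are marked as chosen after their values were seen. Not every gene upregulated in both comparisons is reported here. Gene lists were tested with camera (preset correlation 0.01), fry, and camera with an estimated correlation, and p values were adjusted over the 14 lists and 5 comparisons together, 70 tests. The lists fixed in the design were Supplemental Table 2, the proteins of the paper, vitamin D response, p53 response, Th2, cytotoxic and type 1, T cell, neutrophil, fibroblast, basal and differentiated keratinocyte, the *MMP* and *IL10* clusters, and the IL-24 receptors. Lists for mesothelium, endothelium, adipocytes, B and plasma cells, hair follicle, sebaceous gland, interferon response and proliferation were written after the data were seen. They were not tested with camera or fry. They were used for medians, for mean levels in single libraries and, for mesothelium, for a count of genes above all other libraries.

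The numbers pair the samples within an arm, because the labels show that the same participant gave both. The deviations of a participant's day 0 and day 5 libraries from their group means, over genes, correlated at 0.299, 0.08 and 0.42 for calcipotriol-plus–5-FU and at 0.254, 0.461 and 0.067 for Vaseline-plus–5-FU. Between the arms, replicates share only a number. No pair of libraries was identical, and the highest correlation between any pair was 0.941.

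The alternatives set in the design were no scaling, quantile normalization, upper-quartile scaling, a pseudocount of 0.1, no filter, moderated variances without a trend, only the 6 samples compared, the replicate block, and each library left out in turn. After the data were seen, a larger number of fits with other scalings, pseudocounts, filters and weights was compared with Supplemental Table 2. A pseudocount of 0.5, log2 of coverage plus 0.5 per 1000000 of total coverage, and limma-voom weights were picked from these with the paper's values in view. They are not presented as the method of the paper.

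The procedure was tested on simulated coverage for the real genes, with 200 genes raised or lowered by 3 or 5 on the log2 scale in 1 group. Of the 200, 190 passed the threshold of the paper in the right direction and 138 had an adjusted p value below 0.05. Among the unchanged genes, 886 of the 20127 tested in all passed the threshold, and 6 had an adjusted p value below 0.05. Of 5 simulated lists of 10 genes raised by 3, camera and fry each called 5, and of 45 unchanged lists camera called 0 and fry 1. In the real data the tests parted more. Between the arms at day 0, before any treatment, camera called 3 of 13 lists and fry 0. The simulation therefore does not settle how many of camera's calls in the real lists are false. Overlap with close relatives was measured as the share of 50-base stretches in the annotated transcripts of a gene that also occur in those of the relative.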

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

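The tests named below were chosen after the results they bear on were seen, except the counts of other splits of the samples.

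This holds for tests of possible explanations, not for the gene lists fixed in the design or the 5 comparisons of the model. For 7 genes of Supplemental Table 2, the change from day 0 to day 5 differed between the arms in a test of the difference itself, adjusted over the list alone (limma). The differences, on the log2 scale, were 6.46 for *MMP1* (adjusted p = 0.00806), 5.84 for *MMP3* (0.00345), 4.59 for *FAM127A* (0.0477), 3.52 for *HP* (0.047), 3.16 for *APOBEC3A* (0.047), 5.37 for *SMIM3* (0.0368) and 2.98 for *IL24* (0.0292). The study chose this list on the same samples, so these p values are not independent evidence. Over all 20827 genes, 0 had an adjusted p value below 0.05 for the difference and 471 had an unadjusted one, fewer than the 1041 of chance (905 with the replicate block, and 311 to 1702 with each library left out, above chance only without replicate 2 of Vaseline-plus–5-FU day 5). For the whole set of genes, 6 of the 10 splits of the 6 participants into arms gave at least the 470 genes of the real split past the threshold, and 10 splits cannot give a share below 0.1. *MMP1* and *MMP3* stayed below 0.05 over the list in all alternatives run. *IL24* went from 0.0103 to 0.0894, and was above 0.05 when replicate 1 (0.0553) or 2 (0.0894) of calcipotriol-plus–5-FU day 0, replicate 2 (0.0561) or 3 (0.0689) of calcipotriol-plus–5-FU day 5, or replicate 3 (0.0589) of Vaseline-plus–5-FU day 0 was left out. It was also above 0.05 with coverage relative to the library total (0.0564) and with limma-voom weights (0.0508), which were chosen after seeing the values. With the replicate block, *FAM127A* was above 0.05 (0.0562) and *DEFB4B* was below it (0.0433, against 0.064 without the block). For the other 4 genes, the p value adjusted over the list was also above 0.05 in some alternatives. Over the same alternatives, the adjusted p value went from 0.00119 to 0.106 for *FAM127A*, from 0.0196 to 0.0953 for *HP*, from 0.0154 to 0.113 for *APOBEC3A* and from 0.00762 to 0.0949 for *SMIM3*. Between 2 and 7 genes of the list were below 0.05, with 3 when no filter was used and 4 with a pseudocount of 0.1. The difference of *FAM127A* ranged from 3.48 to 6.59 with each library left out in turn, and it lost the threshold in 7 of the leave-one-out fits. *HP* lost it in 3 and *APOBEC3A* in 5, while *SMIM3* kept it in all 19 alternatives. With each library left out, the difference was 2.24 to 4.29 for *HP* and 2.32 to 3.96 for *APOBEC3A*. For *SMIM3* it was 4.27 to 6.84. The 6.59 came without replicate 3 of Vaseline-plus–5-FU day 5. An effect of calcipotriol, which the arms differ in, stays open for all 7 genes.

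*IL20*, a neighbor of *IL24* on chromosome 1 that the paper does not discuss, rose by 2.51 on the log2 scale after calcipotriol-plus–5-FU (standard error 0.496, limma adjusted p = 0.709). Its scaled coverage was at least 5.57 in the 3 day 5 calcipotriol-plus–5-FU libraries and at most 2.01 in the other 9. Reads shared with a relative would need common sequence, and 0% of its 50-base stretches occur in *IL24* or *IL19*. *MMP10*, beside *MMP1* and *MMP3* on chromosome 11, rose by 5.45 but did not separate fully, with 7.93 in the lowest calcipotriol-plus–5-FU library and 8.71 in the highest of the other 9. It shares 0% of these stretches with *MMP1* and 3.36% with *MMP3*. This argues against shared reads as the source of most of its coverage. Low coverage of *IL20* and the small number of libraries leave the size of its change open.

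In 161 genes, every calcipotriol-plus–5-FU day 5 library lay above the other 9, and in 112 genes every one lay below. Chance gives 95 in each direction (0.455% of the genes), and genes are not independent of each other. For the comparison with day 0, 2 of the 10 splits of the 6 libraries gave as many genes past the threshold as the real split. Of the 4 splits that part all 3 pairs of a participant's libraries, only the real one did. The 10 splits of 3 against 3 cannot give a share below 0.1, so chance and treatment cannot be told apart by this count.

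A list of 13 cytotoxic and type 1 genes, which the paper does not report in these samples, had a median log2 fold change of 2.15 from day 0 to day 5 of calcipotriol-plus–5-FU, with 13 of 13 genes higher (camera adjusted p = 5.36e-13, fry 0.0382, camera with an estimated correlation 0.0391, fry with the replicate block 0.0181). The median was 2.05 to 2.35 with each library left out in turn. The fry adjusted p value then went from 0.0197 to 0.142, and it was below 0.05 only without replicate 1 or 3 of Vaseline-plus–5-FU day 0 or replicate 3 of Vaseline-plus–5-FU day 5. A lower share of keratinocytes would raise every other cell type alike, but the fibroblast list rose by a median of 0.28 (-0.23 to 0.91 with each library left out, the lowest without replicate 2 of calcipotriol-plus–5-FU day 0). More T cells of every kind cannot be told apart from more cytotoxic cells, since the list's median was only 0.19 above that of the T cell list. Whether the rise belongs to calcipotriol also stays open. The list's change differed between the arms with a fry adjusted p of 0.544 (median difference 1.01, 11 of 13 genes higher). Without replicate 3 of Vaseline-plus–5-FU day 5, the median difference was 1.94 and the fry adjusted p 0.25. The list also rose by a median of 1.36 after Vaseline-plus–5-FU, which was 0.25 without replicate 3 of Vaseline-plus–5-FU day 5, and at day 0 its median difference of the calcipotriol-plus–5-FU arm from the Vaseline-plus–5-FU arm was -0.66. By immunostaining of AKs treated with calcipotriol-plus–5-FU, the paper rarely detected Perforin, Granzyme B, SLAMF7 and T-bet. *GZMB*, which encodes Granzyme B, had a log2 fold change of 4.33 against day 0 in these libraries. RNA of whole biopsies does not count stained cells, so these values run the other way but do not test the staining.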

How the results depend on the processing

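Under the 20 alternatives set before the data were examined, *MMP1*, *MMP3* and *IL24* kept their direction and stayed past the threshold of the paper in both comparisons, and in the 19 that apply to the difference between the arms they did so too. *IL24* against day 0 ranged from 2.90 to 4.06 and from 2.63 to 3.48 with each library left out. Of 833 values of 42 single-gene results under alternatives, 774 kept their direction and their side of the threshold, 38 became weaker, 7 stronger and 14 reversed. All reversals concern results that did not pass the threshold. They include the changes after Vaseline-plus–5-FU of *MMP1* (3 reversals), *MMP3* (1) and *IL24* (5). With each library left out, these went from -0.246 to 1.802 for *MMP1* (highest without replicate 3 of Vaseline-plus–5-FU day 0), from -0.038 to 1.482 for *MMP3* (without replicates 1 and 2 of Vaseline-plus–5-FU day 0) and from -0.486 to 0.661 for *IL24* (without replicates 2 and 3 of Vaseline-plus–5-FU day 0). *IL24* also reversed with quantile normalization (-0.025) and upper-quartile scaling (-0.082). *TSLP* against day 0 was 0.02 and went to -0.085 with upper-quartile scaling, and from -0.25 to 0.22 with each library left out (-0.13 without replicate 2 of calcipotriol-plus–5-FU day 0, -0.25 without replicate 1 of calcipotriol-plus–5-FU day 5). *GATA3* was -0.64 against day 0 and 0.65 against Vaseline-plus–5-FU. With each library left out it went from -1.17 to 0.33 and from -0.73 to 1.62, reversing without replicate 3 of calcipotriol-plus–5-FU day 5 and without replicate 3 of Vaseline-plus–5-FU day 5.

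Counts moved more. With only the 6 samples compared, the genes downregulated against day 0 went from 422 to 720, those up and down against Vaseline-plus–5-FU from 420 and 366 to 236 and 177, and those changed after Vaseline-plus–5-FU from 687 to 279. With the replicate block, which pairs day 0 and day 5 of a participant and shares only a number between arms, the genes downregulated against day 0 were 893, those changed after Vaseline-plus–5-FU 1151 and those that differed between the arms 895 instead of 470. Among the 42 single-gene results at the threshold of the paper, the block changed 1 call, *DEFB4B* against day 0. For the difference between the arms, adjusted over the list of Supplemental Table 2 alone, it gave *FAM127A* 0.0562 in place of 0.0477 and *DEFB4B* 0.0433 in place of 0.064. With 1 library left out, fry's calls against day 0 were lost in 9 of 12 fits for the cytotoxic and type 1 list, in 11 for the neutrophil list and in 8 for the *MMP* cluster. Among the list tests by fry, the block gave the proteins of the paper against day 0 an adjusted p of 0.0181 in place of 0.156 and the *MMP* cluster 0.105 in place of 0.0382. With a pseudocount of 0.1, 69 of the 104 genes up in both comparisons remained.

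With all 12 libraries and the filter, 0 genes had an adjusted p value below 0.05 in any comparison, while 1117 (against day 0), 841 (against Vaseline-plus–5-FU), 730 (after Vaseline-plus–5-FU), 471 (between arms) and 511 (at day 0) had an unadjusted one, where chance gives 1041. With the replicate block these were 2082, 1030, 1286, 905 and 643, and with only the 6 samples compared 1868, 414, 279 and 724 (no value between arms), where chance gives 912 to 924. Without the filter, 3 genes passed against day 0 (*HMGB1P17*, *PTMAP3* and *RP11-54O15.3*), 1 against Vaseline-plus–5-FU (*HMGB1P17*) and 2 at day 0 (*PTMAP3* and *RP11-54O15.3*), the smallest adjusted p value being 0.0108. With only the 6 samples compared, 5 passed against day 0 (*MMP1*, *MMP3*, *PTPRC*, *IL8* and *FAM127A*, from 0.0471 to 0.0484) and 3 at day 0 (*KRT71*, *KRT25* and *FABP9*). Of these, *HMGB1P17*, *PTMAP3* and *RP11-54O15.3* were chosen after their values were seen. The smallest adjusted p value against day 0 ranged from 0.0108 to 0.992 over all alternatives. The cause of these changes was not tested.

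Across the 12 fits that each left out 1 library, the genes up against day 0 ranged from 408 (without replicate 3 of calcipotriol-plus–5-FU day 5) to 855 (without replicate 3 of Vaseline-plus–5-FU day 5) and down from 233 (without replicate 1 of calcipotriol-plus–5-FU day 0) to 713 (without its replicate 3). Against Vaseline-plus–5-FU, the genes up ranged from 311 to 852 and down from 246 to 890, the lowest without replicate 3 of calcipotriol-plus–5-FU day 5 and the highest without replicate 2 of Vaseline-plus–5-FU day 5. The genes changed after Vaseline-plus–5-FU ranged from 418 without replicate 3 of Vaseline-plus–5-FU day 5 to 2778 without its replicate 2. Those that differed between the arms ranged from 311 (without replicate 3 of Vaseline-plus–5-FU day 0) to 1698 (without replicate 2 of Vaseline-plus–5-FU day 5), and those at day 0 from 299 (without replicate 2 of Vaseline-plus–5-FU day 0) to 970 (without its replicate 1). Of the 104 genes up in both, from 43 (without replicate 3 of calcipotriol-plus–5-FU day 5) to 95 (without replicate 1 of Vaseline-plus–5-FU day 0) remained. Without replicate 3 of Vaseline-plus–5-FU day 5, 75 of them remained and made up 37.1% of the genes then up in both. Genes with an adjusted p value below 0.05 ranged from 0 to 3 against day 0 (*MMP3*, *IL8* and *IL7R*, without replicate 3 of Vaseline-plus–5-FU day 5), from 0 to 7 against Vaseline-plus–5-FU and from 0 to 7 at day 0 (both without the same library), and from 0 to 2 after Vaseline-plus–5-FU (*PUM2* and *MTX1P1*, without replicate 1 of Vaseline-plus–5-FU day 0). For the difference between the arms, there were 0. The genes that passed against Vaseline-plus–5-FU without replicate 3 of Vaseline-plus–5-FU day 5 were *KRT25*, *KRT71*, *KRT27*, *KRT28*, *TCHH*, *FABP9* and *IL8*, the smallest adjusted p value being 0.00628. Those at day 0 were *KRT25*, *KRT71*, *KRT27*, *KRT28*, *KRT74*, *TCHH* and *FABP9*, from 0.0014. *IL7R*, *PUM2*, *KRT28* and *KRT74* were chosen after their values were seen. Without that library, 460 genes were up and 831 down against Vaseline-plus–5-FU, and 374 of them were among the 786 of all libraries.

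Scaling moved the split of calls. The upregulated share against day 0 was 59.4%, 65% with quantile normalization and 46.4% with upper-quartile scaling. The latter moved the median of all genes from -0.07 to -0.18. After Vaseline-plus–5-FU, it was 56.3%, 67.6% without scaling and 43.5% with upper-quartile scaling (median of all genes -0.11). Between the arms it was 48.7%, 61.4% with quantile normalization and 39.3% without scaling (median -0.13). At day 0 it was 54.7%, and 69.0% without scaling (median 0.18). The largest moves came with 2 fits chosen after seeing the data. With coverage relative to the library total, 862 genes were up and 93 down after Vaseline-plus–5-FU (90.3%, median 0.35), 86 up and 394 down between the arms (17.9%, median -0.42) and 462 up and 116 down at day 0 (79.9%, median 0.34). With limma-voom weights, the shares were 88.0%, 19.7% and 82.5%. Depth is known only as summed coverage, so the error of genes with low coverage, such as *IL20* and *FTHL17*, cannot be set apart from differences between participants. The count-based alternatives planned for this design were not run, because the values are coverage.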

Differences from the paper's values

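Supplemental Table 2 gives log2 fold changes against day 0 for 10 genes. *FTHL17* is listed at 0 in every library of day 0, so its value is set by the pseudocount and is not compared. The values of the other 9 genes computed here were all lower than the paper's, by at most 0.478 (*PI15*). Of these 9, only *HP* differed by more than the spread between participants, with 4.07 here and the paper's 4.25 (SD 0.105 over the changes of the 3 participants). None of the alternatives set before the data were examined brought *HP* within that spread, its values ranging from 3.66 to 4.44. With a pseudocount of 0.5 (4.25), with coverage plus 0.5 relative to the library total (4.25) and with limma-voom weights (4.24), it was within it. These were chosen after seeing the values, out of a larger number of fits compared with the table, and they also brought the 9 genes to within 0.079, 0.037 and 0.058 of the paper's values.

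The paper places *IL24* among the top 10 upregulated genes in both comparisons. Here *IL24* held rank 27 against day 0 and rank 138 against Vaseline-plus–5-FU, and place 11 among the 104 genes upregulated in both, below *FTHL17*, whose place is set by the pseudocount. It was among the first 10 of these with upper-quartile scaling (place 10), without replicate 1 of Vaseline-plus–5-FU day 5 (place 9) and without replicate 2 of Vaseline-plus–5-FU day 5 (place 10), which were set before the data were examined. The same holds with a pseudocount of 0.5 (place 8) and with coverage relative to the library total (place 10), chosen after seeing the values. Within either comparison alone, its rank was not below 24 in any setting run. The paper lists *FAM127A* and *DEFB4B* as upregulated in both comparisons, and here each passed the threshold in only 1. *FAM127A* passed in both without replicate 3 of Vaseline-plus–5-FU day 5. *DEFB4B* passed in both with only the 6 samples compared, with the replicate block, without replicate 3 of calcipotriol-plus–5-FU day 0 and without replicate 2 of calcipotriol-plus–5-FU day 5. Both genes passed in both with limma-voom weights, chosen after seeing the values.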

Other observations

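The tests named below were chosen after the results they bear on were seen, except the counts of other splits of the samples.

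Here too, this holds for tests of possible explanations, not for the gene lists fixed in the design or the 5 comparisons of the model. Replicate 3 of Vaseline-plus–5-FU day 5 held few epidermal transcripts. Its mean log2 value over the differentiated keratinocyte list was 3.51, against 9.21 to 11.87 in the other 11 libraries. The summed coverage of this library, 1865348, was the lowest of the 12. Lower depth would leave fewer genes with coverage, but 18226 rows had a coverage of at least 1, within the 16592 to 19335 of the other 11. That count cannot exclude lower depth, because it did not follow the summed coverage. Replicate 2 of Vaseline-plus–5-FU day 5 had a sum of 2936611 and the fewest rows, 16592. The same treatment in the other 2 libraries of the group moved the list by a median of 0.071 from day 0. Skin without epidermis would hold a larger share of the other skin cells alike, but they moved apart. The endothelial list stood at 0.45, below the 2.98 to 5.43 of the other libraries, and the adipocyte list at 0.54. The fibroblast list stood at 6.77, within the 5.91 to 9.00 of the others, and the T cell list at 7.04, above the others (at most 5.24). A candidate explanation is tissue other than skin in the library. Markers of mesothelium were high in it before any list was written: *ITLN1* had a coverage of 5200 (at most 6.10 elsewhere), *MSLN* 531 (at most 4.84) and *KRT8* 3930, which was present elsewhere too and was here 15.9 times the highest of the other libraries. Of 8 mesothelium genes with values not looked at before, 5 were higher than in all 11 others, where chance gives 8.33%: *KRT19* (3390), *KRT18* (841), *CALB2* (184), *GATA6* (146) and *CLDN15* (88.6). All 8 also had coverage in other libraries, up to 432 for *KRT19*. The other 3 genes, *RSPO1*, *GPM6A* and *ALDH1A2*, were not raised, so mesothelium itself is only 1 of the tissues that could give this pattern. *ITLN1*, *KRT8* and *MSLN* were chosen after their values were seen, and the 8 others were listed after a first look at the data. An exchanged or mislabelled sample cannot be told apart from a mixed one. The deviations of this library correlated with those of its participant's day 0 library at 0.067, close to the 0.08 of another participant.

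This library bears on each result against Vaseline-plus–5-FU. The differentiated keratinocyte list was higher by a median of 2.09 after calcipotriol-plus–5-FU than after Vaseline-plus–5-FU, and the median was -0.33 without the library, which fits the library as the source of that difference. The T cell list differed by 0.09 with it and by 1.25 without it, and the cytotoxic and type 1 list by 0.10 and 1.01. For the comparison with Vaseline-plus–5-FU, 7 of the 10 splits of the 6 libraries gave as many genes past the threshold as the real split. For day 5 against day 0 of Vaseline-plus–5-FU, it was 8 of the 10 splits, and for the arms at day 0 it was 4 of the 10 splits. In none of these can 10 splits give a share below 0.1.

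At day 0, before any treatment, genes of the inner root sheath of the hair follicle were lower in the calcipotriol-plus–5-FU arm, with log2 differences of -8.77 for *KRT25*, -7.42 for *KRT71*, -7.20 for *KRT27* and -6.06 for *TCHH*. The limma adjusted p value of each was 1 with all libraries. Over the alternatives set in the design it went down to 0.0014 for *KRT25* and *KRT71*, 0.00846 for *KRT27* and 0.00854 for *TCHH*, each without replicate 3 of Vaseline-plus–5-FU day 5, and up to 1. With only the 6 samples compared, it was 0.0272 for *KRT25* and 0.0444 for *KRT71*. Scaling does not account for this, since the median of *KRT25*, *KRT71*, *KRT28* and *TCHH* was -6.74 with scaling and -6.60 without it. A list of 6 other inner root sheath genes had a median of -2.17, with 1 gene higher. More hair follicle in the biopsies of the Vaseline-plus–5-FU arm may explain it: 11 hair shaft genes with values not looked at before had a median log2 difference of -4.06, with 11 of 11 lower. In replicate 1 of Vaseline-plus–5-FU day 0, their mean log2 value was 1.44, while *KRT25*, *KRT71*, *KRT28* and *TCHH* had a mean of 5.92. The hair shaft mean was 4.88 and 8.23 in its replicates 2 and 3, and 0.831 to 1.18 in calcipotriol-plus–5-FU day 0. The hair shaft difference thus rests on replicates 2 and 3. At day 5 the same list differed between the arms by a median of -3.13, and by -5.29 without replicate 3 of Vaseline-plus–5-FU day 5. These genes thus differed before any treatment was given. *KRT28* was chosen after its values were seen.

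Sebaceous gland genes fell between day 0 and day 5 of calcipotriol-plus–5-FU. All 8 of 8 listed genes fell, by a median of 2.92 on the log2 scale (-3.84 to -1.70 with each library left out in turn, the latter without replicate 3 of calcipotriol-plus–5-FU day 5). *FADS2*, a gene of the list, is also among the largest falls. Fewer sebaceous glands in the day 5 biopsies would give this pattern. A fall in the activity of glands that were present would give it too and was not tested. The list's change after Vaseline-plus–5-FU was -1.63, and 0.48 without replicate 3 of Vaseline-plus–5-FU day 5.

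Several results belong to no claim of the paper about these samples. The paper reports TSLP and Th2 cells by immunostaining in another trial. In these libraries, *TSLP* had a log2 fold change of 0.02 (standard error 0.58) against day 0 and 0.58 (standard error 0.58) against Vaseline-plus–5-FU. *GATA3* had -0.64 and 0.65 (standard error 1.11 for both). The genes of the Th2 list went both ways. Its median was -0.35 against day 0 (4 of 10 genes higher; -0.74 to 0.52 with each library left out, above 0 without replicate 2 or 3 of calcipotriol-plus–5-FU day 5), although camera's test, with an adjusted p of 0.273, pointed up. Against Vaseline-plus–5-FU, the median was 0.63 (6 of 10 higher), and -0.10 without replicate 3 of Vaseline-plus–5-FU day 5. *IL1RL1*, a gene of this list that is also in the vitamin D response list and was chosen after its values were seen, had 2.57 against day 0 and 2.48 against Vaseline-plus–5-FU. Adjusted over the Th2 list alone, its limma p values were 0.0307 (0.0108 to 0.172 over the alternatives, above 0.05 in 6 of 20) and 0.0392 (0.0141 to 0.213, above 0.05 in 11 of 20), and over all genes 0.856 and 1. The values above 0.05 include those without any 1 of the calcipotriol-plus–5-FU day 0 libraries (0.0749, 0.11 and 0.0984 against day 0; 0.0612, 0.0613 and 0.0585 against Vaseline-plus–5-FU) and without replicate 2 of calcipotriol-plus–5-FU day 5, which gave the highest in either comparison. Against Vaseline-plus–5-FU they also include those without replicate 3 of calcipotriol-plus–5-FU day 5 (0.0792) and without replicate 1 (0.179) or 2 (0.103) of Vaseline-plus–5-FU day 5. Its change differed between the arms by 2.31 (0.188 over the list). *CYP24A1*, a target of the vitamin D receptor, had 1.32 against day 0 and 2.13 against Vaseline-plus–5-FU. The former did not pass the threshold, except with only the 6 samples compared. The latter passed it, but not without replicate 2 of calcipotriol-plus–5-FU day 5 or without replicate 2 or 3 of Vaseline-plus–5-FU day 5 (1.76, 1.94 and 1.59). *CDKN1A* had 0.33 and -0.03.

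Among the other lists fixed in the design, the changes against day 0 were as follows. The genes of Supplemental Table 2 ranged from 3.00 to 6.98. The study chose these genes on the same samples, so tests of that list are not independent evidence and are left out below, and the *MMP* and *IL10* clusters hold 3 of them, *MMP1*, *MMP3* and *IL24*. The *MMP* cluster had a median of 4.14 with 6 of 6 genes higher (fry adjusted p = 0.0382), and 1.82 without the filter on low coverage. The *IL10* cluster had 2.31 with 4 of 4 higher (fry 0.00629), the neutrophil list 1.13 with 8 of 9 higher (fry 0.0429), and the T cell list 1.96 with 12 of 12 higher (camera 5.82e-09, fry 0.311). With 1 library left out, fry's p for the *MMP* cluster went up to 0.142, staying below 0.05 only without replicate 1 of calcipotriol-plus–5-FU day 5, replicate 1 or 3 of Vaseline-plus–5-FU day 0 or replicate 3 of Vaseline-plus–5-FU day 5. The neutrophil list stayed below it only without the last of these (0.00372), where the T cell list also had 0.0421. The proteins of the paper had 0.81 (camera 2.68e-06, fry 0.156). Vitamin D response had 0.64 (camera 0.0626), p53 response 0.39 (0.0979), basal keratinocytes 0.44 (0.205), differentiated keratinocytes -0.51 (0.863), fibroblasts 0.28 (0.511) and the IL-24 receptors -1.06 (0.345). Of the 13 lists other than Supplemental Table 2, camera called 6 in this comparison, fry 4 and camera with an estimated correlation 4. Against Vaseline-plus–5-FU they called 8, 1 and 2, after Vaseline-plus–5-FU 5, 0 and 0, between the arms 8, 1 and 2, and at day 0 3, 0 and 0. The *IL10* cluster was fry's only call against Vaseline-plus–5-FU and between the arms, with an adjusted p of 0.0382 in either. With 1 library left out, it went up to 0.152 and 0.142. It then stayed below 0.05 only without replicate 2 of calcipotriol-plus–5-FU day 5, replicate 2 of Vaseline-plus–5-FU day 0 or replicate 3 of Vaseline-plus–5-FU day 5, and against Vaseline-plus–5-FU also without replicate 3 of Vaseline-plus–5-FU day 0. Fry also called the neutrophil list without replicate 3 of Vaseline-plus–5-FU day 5 (0.00794 against Vaseline-plus–5-FU, 0.0238 between the arms) and, after Vaseline-plus–5-FU, the IL-24 receptors without replicate 1 of Vaseline-plus–5-FU day 5 (0.0267). The signs of these medians against day 0 held under the 8 alternatives other than the leave-one-out fits. With 1 library left out, only those of the Th2 and fibroblast lists changed (for fibroblasts, down to -0.23 without replicate 2 of calcipotriol-plus–5-FU day 0, and also below 0 without replicate 2 of calcipotriol-plus–5-FU day 5). Of the lists written after the data were seen, the medians against day 0 were 1.29 for interferon response (13 of 13 higher), 1.00 for proliferation, 0.98 for B and plasma cells, 0.06 for endothelium (-0.04 with upper-quartile scaling), -0.80 for adipocytes, and -0.19 and -0.48 for mesothelium. With 1 library left out, signs changed for endothelium (down to -0.40 without replicate 1 of calcipotriol-plus–5-FU day 0, and below 0 without replicate 2 of calcipotriol-plus–5-FU day 0 or day 5), adipocytes (0.70 without replicate 1 of calcipotriol-plus–5-FU day 5) and the second mesothelium list (0.09 without replicate 3 of calcipotriol-plus–5-FU day 0).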
